# Ppn2 Polyphosphatase Improves the Ability of *S. cerevisiae* to Grow in Mild Alkaline Medium

**DOI:** 10.3390/jof10110797

**Published:** 2024-11-16

**Authors:** Irina A. Eliseeva, Lubov Ryazanova, Larisa Ledova, Anton Zvonarev, Airat Valiakhmetov, Maria Suntsova, Aleksander Modestov, Anton Buzdin, Dmitry N. Lyabin, Ivan V. Kulakovskiy, Tatiana Kulakovskaya

**Keywords:** Ppn2, polyphosphatase, KOH, *Saccharomyces cerevisiae*, polyphosphate, CYSTM proteins, RNA-Seq

## Abstract

Inorganic polyphosphates and respective metabolic pathways and enzymes are important factors for yeast active growth in unfavorable conditions. However, particular proteins of polyphosphate metabolism remain poorly explored in this context. Here we report biochemical and transcriptomic characterization of the CRN/PPN2 yeast strain (derived from Ppn1-lacking CRN strain) overexpressing poorly studied Ppn2 polyphosphatase. We showed that Ppn2 overexpression significantly reduced lag phase in the alkaline medium presumably due to the ability of Ppn2 to efficiently hydrolyze inorganic polyphosphates and thus neutralize hydroxide ions in the cell. With RNA-Seq, we compared the molecular phenotypes of CRN/PPN2 and its parent CRN strain grown in YPD or alkaline medium and detected transcriptomic changes induced by Ppn2 overexpression and reflecting the adaptation to alkaline conditions. The core set of upregulated genes included several genes with a previously unknown function. Respective knockout strains (∆*ecm8*, ∆*yol160w*, ∆*cpp3*, ∆*ycr099c*) exhibited defects of growth or cell morphology in the alkaline medium, proving the functional involvement of the respective proteins in sustaining growth in alkaline conditions.

## 1. Introduction

Biochemical and molecular mechanisms underlying the abilities of microbial cells to survive and grow in harsh natural or industrial conditions are crucially important for basic and applied science. Yeast is a classical model eukaryotic microorganism for studying stress adaptation [1,2]. Moreover, stress adaptation is an important factor to consider when using yeast in the biotech industry [3,4] and biomedicine in terms of pathogenic yeast interaction with host cells [5].

Yeast cells possess multiple mechanisms of stress adaptation via stress-triggered signal-transduction pathways, including direct induction of particular condition-specific proteins, accumulation of low-molecular protectants, or adaptive changes in membrane composition of the cell and its organelles [6]. The latter possibility involves significant transcriptomic changes: in yeast, major gene expression changes were observed under various short-term stresses, including abnormal temperature, oxidation, nutrient shift, pH, and osmolarity [7].

Among different stress scenarios, alkalization of culture medium is of particular interest, because it disrupts the electrochemical proton gradient across the yeast plasma membrane. The proton gradient is required for the functioning of all secondary symporters and antiporters which are critical for the uptake of nutrients and ions [8]. Thus, even short-term alkaline stress significantly affects cell state and modulates a substantial number of signaling pathways [9] because it imitates nutrient starvation due to impaired nutrient transport.

Inorganic polyphosphate (polyP), a linear polymer of phosphoric acid, plays an important role in microbial responses to various stresses [10,11,12,13], including alkaline conditions [9]. In chemostat-cultivated *S. cerevisiae*, NMR-observable polyP is degraded to short polymers in response to an increase in external pH [14]. In the case of short-term stress, polyP degradation takes 10–20 min [9,15], suggesting the involvement of specific polyphosphatases which generate phosphate (Pi) as a counterion to neutralize excessive hydroxide ions. Alkali-induced polyP degradation in cells lacking Ppn1 and Ppx1 polyphosphatases is blocked only partially [9,15]. Thus, this process must also involve other proteins of polyP metabolism. In 2017, polyphosphatase Ppn2 was discovered in *S. cerevisiae* [16] but its cellular function remains poorly explored.

Studying Ppn2 function is not trivial, particularly, because Ppn2 overexpression in common strains leads to poor cell survival [17]. Previously, we have introduced a CRN/PPN2 strain with inactivated *PPN1* and overexpressed *PPN2* [17], and characterized by a globally decreased polyP level. An interesting feature of this strain is its ability to grow at higher alkali concentrations compared to its parent CRN [18], providing a convenient model to study the involvement of Ppn2 and polyP metabolism in alkali resistance.

Here, we present a biochemical and transcriptomic characterization of CRN and CRN/PPN2 cells grown under mild alkaline conditions (pH 7–7.5). We highlight Ppn2 as a crucial enzyme that enhances yeast growth in the presence of excess alkali by hydrolyzing cellular polyP and report the functional involvement of several previously unannotated proteins in adaptation to alkaline conditions.

## 2. Materials and Methods

### 2.1. Strains and Growth Conditions

The *S. cerevisiae* CRN/PPN2 strain overexpressing Ppn2 polyphosphatase described in [17] was constructed from the CRN strain (*MATa ade2 his3 ura3 ppn1∆::CgTRP1*) [19]. To construct CRN/PPN2, the parent strain was transfected with the pMB1 expression vector, a derivative of the pRS316 centromeric vector [20], which contains an “expression cassette” with the constitutive TDH3 promoter and PGK terminator.

The BY4741 strain (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*) and BY4741Δ*ppn2* knockout mutant strain were obtained from the Dharmacon collection. The BY4742 (*MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0*) and BY4742-derived knockout strains (∆*ecm8*, ∆*adh2*, ∆*yol160w*, ∆*cpp3*, and ∆*ycr099c*) were obtained from the Euroscarf collection.

The cells were cultivated in flasks with 100–200 mL of culture medium at 29 °C and 145 rpm in YPD containing 2% glucose, 2% peptone (Peptone from meat enzymatic digest, Fluka, Sigma-Aldrich, St. Louis, MO, USA), 1% yeast extract (CONDA/Pronadisa, Madrid, Spain). In our case, the base YPD medium contained 3 mM Pi. Alkaline media contained KOH in different concentrations (as indicated in the text). The culture density (Figure 1b) was measured with the Unico-2100 spectrophotometer (Unico, Shanghai, China) at 594 nm in a 0.3 cm cuvette.

The cells were cultivated until reaching the late logarithmic growth stage. In the control YPD medium, the cells were cultivated for 16 h. In YPD supplemented with 20 mM KOH the cells of CRN and CRN/PPN2, strains were cultivated for 40 h and 25 h, respectively. The biomass samples were separated from the culture medium by centrifugation at 5000× *g* for 15 min. Next, the biomass was washed with MiliQ water, followed by another centrifugation at 5000× *g* for 15 min. Washing and centrifugation were repeated twice. The cells CRN/PPN2 strain grown in the alkaline medium were lysed in distilled water and therefore these cells were washed in MiliQ water with 0.2 mM sorbitol.

### 2.2. PolyP Extraction, Quantification, and Chain Length Analysis

The biochemical assays were performed in triplicates. Acid-soluble polyP was extracted from biomass with 0.5 M HClO_4_ at 0 °C as described earlier [21]. PolyP content in the extracts was estimated by phosphate releasing after 20 min treatment with 0.5 M HClO_4_ at 90 °C. The amount of acid-insoluble polyP remaining in the biomass was estimated by the phosphate release after 20 min treatment with 0.5 M HClO_4_ at 100 °C [21]. Phosphate quantification was performed using a molybdenum blue colorimetric method as in [22]. 1 mL of 10% aqueous solution of ascorbic acid was added to 100 mL of aqueous solution containing 2% H_2_SO_4_, 0.5% sodium dodecyl sulfate, and 0.5% ammonium molybdate. 2 mL of the mixture was added to 1 mL of the sample. The absorbance was measured at 750 nm after 10 min incubation at 30 °C. The amount of polyP was normalized to the wet weight of biomass obtained under the same centrifugation conditions [21].

For polyP chain length analysis (Figure S1), the polyPs were extracted as described earlier [23]. To obtain the fraction of the shortest chain length (polyP1), the biomass was treated twice with 0.5 M HClO_4_ at 0 °C for 20 min with stirring. The medium-sized polyPs (polyP2) were extracted from the remaining biomass as follows: after the separation of the supernatant, the biomass was treated twice with saturated NaClO_4_ at 0 °C for 30 min; the supernatant was collected after centrifugation. Finally, the long-chain polyP3 was extracted with 0.1 mM NaOH (pH 10), at 0 °C for 20 min. The polyP1, polyP2, and polyP3 samples were precipitated with a saturated solution of Ba(NO_3_)_2_ and re-solved by treating with Dowex AG 50Wx8 (Sigma-Aldrich) ion exchange resin in (NH_4_)^+^ form [23].

The chain length of each polyP fraction (polyP1, polyP2, and polyP3) was assessed by electrophoresis using samples with equal amounts of polyP (measured by the total phosphorus content). The electrophoresis was performed as described previously [24] in 24% polyacrylamide gels with 7 M urea; commercial polyP15, polyP25, and polyP75 (Sigma-Aldrich) and polyP188 (Monsanto) were used as the chain length markers (the numbers indicate the average amount of phosphate residues in the polyP chain). PolyPs were visualized by staining the gels with the toluidine blue.

### 2.3. Cell Counting and Assessing Yeast Growth in Alkaline Conditions

The cell concentration in culture samples was measured by flow cytometry with the NovoCyte Flow cytometer (Agilent, Santa Clara, CA, USA). Yeast samples normalized by cell concentration (0.5·10^7^ cell/mL) were added to sterile 96-well plates. Each well contained 0.2 mL of the YPD medium supplemented with different concentrations of KOH. The cells were cultured for 24 h. Afterward, the optical density was measured at 594 nm with an EFOS photometer (Sapphire, Moscow, Russia), Figure 1a and Figure S2.

### 2.4. Cell and Vacuole Size Estimation

For Figure 1d, we estimated cell and vacuole size distribution from 100 to 110 cells present in 1–2 micrographs for each strain using ImageJ [25].

### 2.5. Light Microscopy

The microphotographs were obtained with AXIO Imager A1 ZEISS (Carl Zeiss AG, Oberkochen, Germany).

### 2.6. RNA Extraction and High-Throughput Sequencing

The cells were cultivated for 16 h (control medium, both strains), 40 h (20 mM KOH, CRN), and 25 h (20 mM KOH, CRN/PPN2). Two replicates were performed for each combination of strain and growth conditions, for 8 samples in total.

**Treatment protocol.** The biomass samples were water-washed in triplicate. Samples grown in the control medium and the CRN samples grown in the alkaline medium were frozen at −70 °C, homogenized with French press, and suspended in Trizol LS. The samples of CRN/PPN2 strain grown in the alkaline medium were lysed with Trizol LS immediately.

**RNA extraction protocol and sequencing library preparation.** Total RNA was extracted with Trizol LS (Thermo Fisher Scientific, Waltham, MA, USA) and then purified on Direct-zol RNA Microprep columns (Zymo Research, Irvine, CA, USA). Libraries were prepared according to the manufacturer’s protocol without any modifications using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) and NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, Ipswich, MA, USA) for rRNA depletion. The resulting libraries were sequenced with Illumina NextSeq 500 (Illumina, San Diego, CA, USA).

### 2.7. Bioinformatics Analysis

The raw read quality was assessed with FastQC [26]. The sequencing depth per sample was around 4 to 6 mln except CRN/PPN2 (1 to 2 mln), and 80–90% of the reads were mapped uniquely using STAR v.2.7.6a (default parameters) [27] against Ensemble *S. cerevisiae* R64-1-1 genome assembly (Ensembl R-64-1-1.107 transcript annotation). Gene-level read counts were obtained with STAR (--*quantMode GeneCounts*). The resulting gene lists were filtered to contain only the genes reaching at least 10 counts per million in at least two of the eight libraries. The first and the second replicates of all samples were made in two independent sample preparation and sequencing batches, and the ComBat-seq function from sva (v.3.42.0) [28] was used for batch correction. Read counts were normalized using the edgeR (v.3.36.0) [29] TMM approach. A principal component analysis of the normalized and log-transformed matrices and other statistical tests were performed in the R environment v.4.1.3. Differential expression was assessed with the edgeR generalized linear model, the genes were considered differentially expressed if passed 5% FDR (false discovery rate, Benjamini–Hochberg correction for multiple tested genes). Gene set enrichment analysis (GSEA) was performed with the FGSEA R package v.1.20.0 [30]. Gene ontology subset (GO SLIM) annotation for GSEA was retrieved from the Saccharomyces Genome Database [31]. Batch-corrected gene-level read counts, differential gene expression data, and GSEA results are provided in Table S1.

## 3. Results

### 3.1. PPN2 Expression Enhances Alkali Resistance

CRN/PPN2 strain overexpressing Ppn2 polyphosphatase is a new model to study the involvement of phosphorus metabolism in alkali resistance: this strain is more resistant to alkali compared to parent strain CRN in the immune plate test with different KOH concentrations (Figure 1a, Table S2). The dependency on Ppn2 was also observed in the comparison of a standard BY4741 versus BY4741∆*ppn2*, where the lack of Ppn2 led to decreased alkali resistance (Figure S2, Table S2).

To reveal the dynamics of cell growth in the medium supplemented with 20 mM KOH, we cultivated CRN and CRN/PPN2 strains until the stationary growth stage (Figure 1b). We measured the initial and the final pH values: pH started at 6.5 in the control YPD medium and decreased to 4.5 for both strains at the stationary growth stage. In the case of the alkaline medium (YPD medium with 20 mM KOH), the starting pH was 8.15, and it decreased only slightly to 7.6–7.7 at the stationary growth stage for both strains. Thus, under these conditions, the cells of both strains grew in the weak alkaline medium. Usually, the yeast acidify the medium to pH 4–4.5, which is necessary to maintain the proton gradient on the plasma membrane [32]. We hypothesize that, in our conditions at pH over 7, the proton gradient was significantly decreased. Both strains showed lower culture density and longer lag-phase in the alkaline medium, but CRN/PPN2 had a shorter lag phase compared to CRN; there were no differences in the control YPD medium (Figure 1b). Alkalization of the medium was shown to trigger the degradation of polyP in the first 10–20 min [15]. In our case, the level of acid-soluble short-chain polyP and acid-insoluble long-chain polyP in the cells of CRN at the late logarithmic stage was nearly halved in the alkaline medium (Figure 1c), and this decrease was observed for CRN/PPN2 in both growth conditions. To estimate the polyP fragmentation, we analyzed three polyP fractions comprising more than 90% of the total cellular polyP content [23] (see Figure S1). The average polyP chain length in CRN/PPN2 (YPD) was shorter than that of CRN, as expected from Ppn2 overexpression. In the alkaline medium, the average polyP chain length was shortened for both strains. The polyP chain shortening effect was specifically exhibited in CRN/PPN2, for which the staining had very low intensity despite the amount of total phosphorus in all samples being identical. It is known that very short polyPs are poorly stained by toluidine blue and thus remain invisible in electropherograms [33] (such as shown in Figure S1). Thus, reduced staining of CRN/PPN2 samples indicates a high level of polyP fragmentation. Although Ppn2 does not possess exopolyphosphatase activity, CRN/PPN2 in the alkaline medium showed a high Pi level (Figure 1c), likely to be due to more efficient hydrolysis of shorter polyP chains by Ppx1 [34]. Apparently, the extra Pi and short-chain polyP act as counter-ions allowing for better cell growth in the alkaline medium.

The CRN and CRN/PPN2 cell populations contained larger cells with specifically enlarged vacuoles when cultivated in the alkaline medium (Figure 1d,e). This is consistent with the role of vacuoles in maintaining cellular pH [15]. The increase in vacuole size can be explained by the excess phosphate localized in these organelles [35]. In the YPD medium, cell populations of CRN/PPN2 strain already included round-shaped cells with enlarged vacuoles (Figure 1d,e).

Thus, with respect to polyP level, chain length, and cell morphology, the CRN/PPN2 strain cultivated in YPD has some features characteristic of growth in the alkaline medium. We suggest that Ppn2 polyphosphatase is directly involved in alkaline adaptation through polyP hydrolysis.

### 3.2. Transcriptome Profiling Reveals the Details of the Interplay Between Phosphate Metabolism and Adaptation to Alkaline Conditions

#### 3.2.1. Ppn2 Overexpression Activates General Stress Response

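CRN is a strain of Saccharomyces cerevisiae that lacks the polyphosphatase gene PPN1. CRN/PPN2 is CRN with a plasmid that carries the marker URA3 and expresses PPN2, which encodes another polyphosphatase, from the constitutive TDH3 promoter. Each strain was grown in YPD and in YPD with 20 mM KOH, and 2 libraries of poly(A) RNA were sequenced for each of the 4 groups. The paper states that replicates 1 and replicates 2 of all groups were prepared and sequenced in separate batches. It does not say that they came from separate cultures, so the p-values measure the spread between these samples.
The CRN/PPN2 cells grown with KOH were lysed in Trizol LS at once, whereas the cells of the other 3 groups were frozen and broken in a French press. Strain, medium, time of harvest and lysis therefore changed together for this group. PPN1 (YDR452W) had 0 or 1 count in every library.
The authors mapped the reads with STAR to the R64-1-1 genome and deposited the number of reads per gene, as whole counts without normalization or batch correction. Summed over the 7127 genes of the table, the libraries held 4445620 and 4768365 counts (CRN in YPD), 3844316 and 4791457 (CRN with KOH), 4756671 and 5004823 (CRN/PPN2 in YPD), and 1559324 and 796548 (CRN/PPN2 with KOH). A single count equals 0.641 and 1.26 CPM (counts scaled to the library total) in the CRN/PPN2 libraries with KOH and 0.2 to 0.26 in the other 6.
The paper's filter of at least 10 CPM in at least 2 of the 8 libraries left 5430 genes. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test in a model with the 4 groups and the batch as a block. Genes were called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg). Counts were simulated with these libraries' depth, 200 changed genes, no batch effect and the same spread of a gene in all groups. Genes changed by a log2 fold change of 1 were called in 97% of cases for CRN/PPN2 vs. CRN in YPD, 98.5% for KOH vs. YPD in CRN and 88.1% for KOH vs. YPD in CRN/PPN2. At a log2 fold change of 0.5 these shares were 61.2%, 61.2% and 44.8%. Of all calls, 4.97%, 6.49% and 2.52% were false. The shares can differ in the real data, where many more genes changed.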

To study the adaptation to alkaline conditions on the level of gene expression, we performed RNA sequencing for CRN and CRN/PPN2 cells in normal YPD (16 h) and YPD supplemented with 20 mM KOH (40 h for CRN and 25 h for CRN/PPN2) until the late logarithmic stage. Principal component analysis of batch-corrected gene-level read counts revealed good concordance between replicates and clear separation of strains and cultivation conditions (Figure 2a). 

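The replicates of a group were compared gene by gene on the log2 scale before batch correction. The standard deviation between replicates was 0.186 in CRN in YPD, 0.165 in CRN with KOH, 0.214 in CRN/PPN2 in YPD and 0.308 in CRN/PPN2 with KOH. After ComBat-seq correction, the distance between replicates over all 5430 genes was 14.3 in CRN in YPD, 14.6 in CRN with KOH, 14.4 in CRN/PPN2 in YPD and 24.7 in CRN/PPN2 with KOH. Between groups, the smallest distance was 24.2 for CRN and CRN/PPN2 in YPD and 31.5 for CRN in YPD and with KOH. It was 35.3 for CRN with KOH and CRN/PPN2 in YPD, and 64.6 for CRN/PPN2 with KOH and any other group. In every group the replicates thus lay nearer to each other than to a library of another group. ComBat-seq removed differences between replicate numbers and kept those between groups, so the correction itself favours this order. Along principal component 2, which held 14.2% of the variance, CRN with KOH lay at 19.97 and 20.71, CRN in YPD at -5.5 and -6.23, and CRN/PPN2 in YPD at -14.12 and -13.44.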

Particularly, CRN/PPN2 (+KOH) is positioned far apart from other samples along the principal component 1, which explains more than 70% of the total variance.

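Principal component 1 of the batch-corrected counts held 74.2% of the variance. CRN/PPN2 with KOH lay at 47.69 and 51.42 on it, and the libraries of the other 3 groups lay between -23.02 and -12.15. The smallest distance between a CRN/PPN2 library with KOH and a library of another group was 64.6. These are also the libraries with the lowest depth and with lysis without freezing.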

To identify specific changes, we performed differential gene expression analysis. 

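Between CRN/PPN2 and CRN in YPD, 224 genes were higher and 129 lower in CRN/PPN2 by edgeR's quasi-likelihood test, which is 6.5% of the genes tested. An unadjusted p under 0.05 was reached by 1062 genes. At an absolute log2 fold change of 1 or more, 46 genes were higher and 20 lower (1.22%). Of all calls, more were lower than higher without CRN/PPN2 +KOH replicate 1 (383 higher and 418 lower), without CRN/PPN2 +KOH replicate 2 (386 and 404) and with the 4 libraries alone (364 and 372). TIS11 (YLR136C), which encodes a protein that degrades mRNAs when iron is scarce, fell from 19 ± 2.14 CPM in CRN to 2.11 ± 0.484 in CRN/PPN2 (SD, n = 2). Its log2 fold change was -3.16 (SE 0.28, adjusted p = 1.01e-06 from the same test). SRD1, which encodes a protein of rRNA processing, fell with a log2 fold change of -2.70 (SE 0.24, adjusted p = 1.03e-06 from the same test). Leaving out a library of a compared group leaves 1 library there. This by itself can lower the number of calls, here and for the gene lists below. The CRN/PPN2 libraries with KOH are not compared here, but all groups share the same estimate of the spread. The SD between replicates was largest in that group (0.308, against 0.165 to 0.214 in the others). Without both of its libraries, a fit chosen after seeing the result, 15% of genes were called. The share of differentially expressed genes moved when a single library was left out. It was 2.4% and 2.03% without CRN YPD replicate 1 and 2, 4.2% and 3.94% without CRN +KOH replicate 1 and 2, 1.81% and 2.49% without CRN/PPN2 YPD replicate 1 and 2, and 15.2% and 15% without CRN/PPN2 +KOH replicate 1 and 2.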

The comparison of CRN/PPN2 vs. CRN under normal conditions showed that nearly 10% (1.2%) of genes were differentially expressed at 5% FDR (5% FDR and |Log_2_ Fold Change| > 1) (Figure 2b). For upregulated genes, the maximal change, as expected, was observed for PPN2 (on the top-right of the volcano plot). 

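PPN2 (YNL217W) lies on chromosome XIV of R64-1-1 from 240331 to 241311. It was measured at 210 ± 6.42 CPM in CRN and 6650 ± 272 in CRN/PPN2 in YPD (SD, n = 2), a log2 fold change of 4.98 (SE 0.16, adjusted p = 2.98e-13 from edgeR's quasi-likelihood test). With KOH, PPN2 was at 213 ± 9.08 in CRN and 6050 ± 94.2 in CRN/PPN2, a log2 fold change of 4.83 (adjusted p = 4.72e-13 from the same test). URA3 (YEL021W), the marker on the PPN2 plasmid, rose from 254 ± 26.5 in CRN to 1810 ± 116 in CRN/PPN2 in YPD (log2 fold change 2.84, SE 0.14, adjusted p = 2.52e-10 from the same test). In CRN/PPN2, KOH left PPN2 without a detectable change (log2 fold change -0.13, adjusted p = 0.413 from the same test), while URA3 fell (log2 fold change -0.61, adjusted p = 0.000905).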

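The PHO regulon comprises genes that yeast activates when phosphate is scarce. Of 18 such genes, 15 were lower in CRN/PPN2 than in CRN in YPD and none was higher (15 when adjusted over the list alone). Their median log2 fold change was -0.74, below that of the other genes by camera (adjusted p = 1.76e-37, and adjusted p = 0.0335 with an estimated correlation). PHO89 (YBR296C), on chromosome II of R64-1-1 from 796798 to 798522, encodes a Na/Pi symporter. It fell from 517 ± 27.1 CPM in CRN to 106 ± 23.5 in CRN/PPN2 (SD, n = 2), with a log2 fold change of -2.29 (SE 0.14, adjusted p = 4.78e-09 from edgeR's quasi-likelihood test). PHO5 (YBR093C), an acid phosphatase gene on chromosome II from 429548 to 430951, fell from 1040 ± 190 to 302 ± 16.4 (log2 fold change -1.78, SE 0.13, adjusted p = 1.13e-07 from the same test). PHM6 (YDR281C), on chromosome IV from 1022007 to 1022321, fell from 70.8 ± 0.679 to 22.6 ± 4.04 (log2 fold change -1.65, SE 0.17, adjusted p = 3.97e-06 from the same test). The acid phosphatase genes PHO11 and PHO12 fell with log2 fold changes of -1.96 (adjusted p = 3.55e-07) and -1.52 (adjusted p = 4.51e-07) by the same test. PHO11 and PHO12 are near-identical and PHO5 resembles PHO3. The STAR counts leave out reads that map to both genes of a pair, so these genes may be undercounted. Fewer PHO regulon genes were lower without CRN YPD replicate 1 (9), CRN YPD replicate 2 (9) or CRN/PPN2 YPD replicate 1 (7).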

The most significantly downregulated genes included several members of the PHO (Phosphate-responsive signal transduction) pathway such as Pi transporter gene *PHO89*, *PHO5* encoding acid phosphatase, and *PHM6* encoding cytoplasmic membrane protein.

To further explore the transcriptomic profile of CRN/PPN2, we performed gene set enrichment analysis with GO (gene ontology) Biological Process (GO BP) and Cellular Compartment (GO CC) annotations [31]. 

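Genes of the proteasome and of the general stress response, which the transcription factors Msn2 and Msn4 drive, were compared between CRN/PPN2 and CRN in YPD. Of 33 proteasome genes, 29 were higher in CRN/PPN2 and none was lower (32 when adjusted over the list alone). Their median log2 fold change was 0.55 (camera, adjusted p = 1.92e-29, and adjusted p = 0.0386 with an estimated correlation). PRE3, a subunit gene of the catalytic core, rose with a log2 fold change of 0.88 (SE 0.12, adjusted p = 0.000144 from edgeR's quasi-likelihood test). RPT1, an ATPase gene of the regulatory particle, rose with a log2 fold change of 0.78 (SE 0.12, adjusted p = 0.000319 from the same test). Fewer proteasome genes were higher without CRN YPD replicate 1 (6) or 2 (9), or without CRN/PPN2 YPD replicate 1 (4) or 2 (12).
Of 35 stress response genes, 22 were higher and none was lower (27 when adjusted over the list alone), with a median of 0.73 (camera, adjusted p = 2.22e-39, and adjusted p = 0.0335 with an estimated correlation). HSP12 (YFL014W), which encodes a membrane protein induced by many stresses, rose from 81.3 ± 11.2 CPM to 767 ± 149 (SD, n = 2). Its log2 fold change was 3.23 (SE 0.16, adjusted p = 2.52e-10 from the same test). The small heat shock protein gene HSP26 rose with a log2 fold change of 1.65 (adjusted p = 1.27e-06) and the catalase gene CTT1 with 1.60 (adjusted p = 8.01e-06) by the same test. The number of stress genes called was 12 without CRN YPD replicate 2 and 14 without CRN/PPN2 YPD replicate 2. Among 24 protein folding genes, HSP26 included, 4 were higher and none was lower (9 when adjusted over the list alone). Their median of 0.11 passed camera (adjusted p = 0.00178) but not with an estimated correlation (adjusted p = 0.278). Of these folding genes, 2, 1, 2 and 2 were higher without CRN YPD replicate 1, CRN YPD replicate 2, CRN/PPN2 YPD replicate 1 and CRN/PPN2 YPD replicate 2, and 9 were higher and 1 lower without either CRN/PPN2 +KOH library.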

Compared to CRN, CRN/PPN2 exhibited upregulation of genes related to proteasome, proteolysis, morphogenesis, and general stress response (Figure 2c). 

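Of 21 genes for amino acid and ammonium permeases of the plasma membrane, 1 was higher and 2 lower in CRN/PPN2 than in CRN in YPD (1 higher and 6 lower when adjusted over the list alone). The methionine permease gene MUP1 fell with a log2 fold change of -0.75 (SE 0.12, adjusted p = 0.000802 from edgeR's quasi-likelihood test), and DIP5, a permease gene for acidic amino acids, with -0.75 (SE 0.13, adjusted p = 0.00122 from the same test). The proline permease gene PUT4 rose with 0.52 (SE 0.12, adjusted p = 0.0109 from the same test). Among 8 hexose transporter genes, 1 was higher and 3 lower (3 and 3 when adjusted over the list alone). HXT4 was among the lower genes (log2 fold change -0.62, SE 0.12, adjusted p = 0.00218 from the same test). Neither the permeases (camera, adjusted p = 0.159) nor the hexose transporters (adjusted p = 0.299) moved as a set. Both lists cover only a part of the plasma membrane genes, so they do not test the paper's plasma membrane terms. No permease was lower without CRN/PPN2 YPD replicate 1, 1 was without CRN YPD replicate 1, and 6 of 20 tested were without either CRN/PPN2 +KOH library. No hexose transporter was higher without any 1 of the 6 libraries outside CRN/PPN2 +KOH and 2 of 6 tested were without either of those, while 1 was lower without CRN YPD replicate 1 and none without CRN YPD replicate 2 or either CRN/PPN2 YPD library. MUP1 did not pass without CRN YPD replicate 1 (adjusted p = 0.0553, edgeR) or CRN/PPN2 YPD replicate 1 (adjusted p = 0.0856). DIP5 did not pass without CRN/PPN2 YPD replicate 1 (adjusted p = 0.106, edgeR), and HXT4 not without CRN YPD replicate 2, CRN/PPN2 YPD replicate 1 or CRN/PPN2 YPD replicate 2 (adjusted p = 0.0679 to 0.0992). PUT4 did not pass without any 1 of the 4 YPD libraries (adjusted p = 0.0833 to 0.288, edgeR), without the batch as a block (adjusted p = 0.256) or after thinning to the smallest library (adjusted p = 0.404).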

Plasma membrane terms demonstrated significant enrichment considering both up- and downregulated genes, suggesting the membrane undergoes major restructuring. Among downregulated terms, we focused our attention on transmembrane transport and vacuole proteins, including the VTC (vacuolar transporter chaperone) complex. 

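The VTC complex makes polyP at the vacuolar membrane. All 5 of its subunit genes were lower in CRN/PPN2 than in CRN in YPD, by edgeR's quasi-likelihood test and when adjusted over the list alone. Their median log2 fold change was -0.61 (camera, adjusted p = 1.68e-06, but adjusted p = 0.164 with an estimated correlation). The list was taken from Fig. 4 of the paper, so its test is not independent evidence. VTC1 fell with a log2 fold change of -0.78 (SE 0.16, adjusted p = 0.00384 from the same test), VTC4 with -0.65 (SE 0.13, adjusted p = 0.0045) and VTC3 with -0.61 (SE 0.13, adjusted p = 0.00582). VTC2 had a log2 fold change of -0.50 (SE 0.12, adjusted p = 0.0188 from the same test) and VTC5 of -0.47 (SE 0.12, adjusted p = 0.0228). PHO84, which encodes the main high-affinity Pi transporter, fell from 2740 ± 80.6 CPM to 1550 ± 317 (SD, n = 2). Its log2 fold change was -0.84 (SE 0.15, adjusted p = 0.00136 from the same test), which did not pass without CRN YPD replicate 1 (adjusted p = 0.066) or CRN/PPN2 YPD replicate 1 (adjusted p = 0.162). VTC2 and VTC5 did not pass after thinning of all libraries to the smallest (adjusted p = 0.197 and 0.16), nor VTC5 with DESeq2 (adjusted p = 0.0577). None of the 5 VTC genes passed without the batch as a block. Fewer passed when single YPD or CRN +KOH libraries were left out, but the calls over all genes fell too. Without single libraries the log2 fold changes stayed negative, at -1.03 to -0.57 for VTC1, -0.54 to -0.46 for VTC2 and -0.63 to -0.59 for VTC3. They were -0.76 to -0.54 for VTC4 and -0.61 to -0.34 for VTC5.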

Altogether, these observations indicate the general stress state of the CRN/PPN2 cells, although it does not affect their growth dynamics in the normal medium.

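Genes of respiration, of mitochondrial ribosomes and of cytosolic ribosomes were compared between CRN/PPN2 and CRN in YPD. Of 72 nuclear genes for mitochondrial ribosomal proteins, 1 was higher and none was lower (0 higher when adjusted over the list alone, and 9 at an unadjusted p under 0.05). MRPL1, a protein gene of the large subunit, had a log2 fold change of 0.44 (SE 0.12, adjusted p = 0.0383 from edgeR's quasi-likelihood test). It did not pass without any 1 of the CRN or CRN/PPN2 YPD libraries (adjusted p = 0.0753 to 0.616) or without CRN +KOH replicate 1 or 2 (adjusted p = 0.1 and 0.109), nor without the batch as a block (adjusted p = 0.172), with DESeq2 (adjusted p = 0.155) or after thinning to the smallest library (adjusted p = 0.673). Of 41 genes for the respiratory chain and ATP synthase, 1 was higher and none was lower (1 when adjusted over the list alone). This was CYC7, a cytochrome c isoform gene (log2 fold change 0.73, SE 0.13, adjusted p = 0.00174 from the same test), which did not pass without CRN YPD replicate 2 (adjusted p = 0.177) or without CRN/PPN2 YPD replicate 1 or 2 (adjusted p = 0.057 and 0.0508), or after thinning (adjusted p = 0.101). The median log2 fold change was 0.16 in each of these 2 lists. Camera called both higher than other genes (adjusted p = 0.000684 and 0.00394), but neither with an estimated correlation (adjusted p = 0.57 and 0.284).
Of 139 cytosolic ribosomal protein genes, 9 were lower and none was higher (10 lower when adjusted over the list alone). Their median was -0.31 (camera, adjusted p = 4.57e-15, and adjusted p = 0.465 with an estimated correlation). RPS28B fell with a log2 fold change of -0.82 (SE 0.12, adjusted p = 0.000282 from the same test). Reads that also map to its paralog RPS28A are left out of its counts. Of the cytosolic genes, 1 or 2 were lower without any 1 of the 6 libraries outside CRN/PPN2 +KOH, and 91 and 90 without CRN/PPN2 +KOH replicate 1 and 2. Leaving out either CRN/PPN2 +KOH library raised the number of higher genes to 6 in each of the mitochondrial and respiratory lists.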

A special case is the activation of cellular respiration and mitochondrial translation genes, in parallel to the downregulation of cytoplasmic translation. The latter is likely also to be related to the general stress response. However, we cannot give a straightforward interpretation of the enhanced expression of mRNAs associated with mitochondrial translation and respiration, except for possible response to acidification of the cytoplasm due to phosphate excess.

#### 3.2.2. CRN/PPN2 Exhibits Enhanced Differential Expression in the Alkaline Medium

To explain at the molecular level the enhanced ability of CRN/PPN2 to grow under alkaline conditions, we performed differential gene expression analysis for CRN and CRN/PPN2 separately, comparing the transcriptomes obtained in YPD versus YPD +20 mM KOH. CRN/PPN2 was strikingly powerful in adapting its gene expression: expression of nearly 60% (17.5%) genes changed significantly at 5% FDR (5% FDR and |Log_2_ Fold change| > 1), while only 22% (2.8%) genes were affected in CRN in cells grown in the alkaline medium (Figure 3a,b).

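In CRN, 409 genes were higher and 413 lower with KOH than in YPD, which is 15.1% of the genes tested. At an absolute log2 fold change of 1 or more, 60 were higher and 91 lower (2.78%). In CRN/PPN2, 1586 genes were higher and 1386 lower (54.7%), of which 709 and 250 reached that fold change (17.7%). With ComBat-seq counts, the correction that the paper used, the quasi-likelihood test called 21.8% of genes in CRN and 59% in CRN/PPN2. The likelihood ratio test on these counts called 28% and 61.3%. The lower genes were the more numerous in CRN/PPN2 with upper quartile factors (1371 higher and 1691 lower) and without a filter on low counts (1586 and 1642), while at that fold change the higher genes stayed more numerous (611 and 358, and 780 and 345). In CRN the numbers are nearly equal, and the larger direction turned under several alternatives, among them RLE factors (433 higher and 391 lower). The difference of the KOH effect between the strains was itself tested and was called for 2156 genes (39.7%). The glycine decarboxylase genes GCV1 and GCV2 had the log2 fold changes -4.36 (SE 0.16, adjusted p = 2.24e-12) and -4.49 (SE 0.15, adjusted p = 5.81e-13) in CRN from edgeR's quasi-likelihood test. FLO11 (YIR019C), a flocculin gene of the cell surface, rose in CRN (log2 fold change 3.09, adjusted p = 2.12e-10 from the same test). INO1 (YJL153C), which encodes inositol phosphate synthase, rose in CRN/PPN2 from 5.9 ± 0.31 CPM to 496 ± 184 (SD, n = 2; log2 fold change 6.36, adjusted p = 7.65e-14 from the same test). ARG3 and ARG1 of arginine biosynthesis fell in CRN/PPN2 with log2 fold changes of -3.61 (adjusted p = 7.05e-12) and -2.76 (adjusted p = 6.52e-11) by the same test.
The share in CRN was 6.63% and 4.92% without CRN YPD replicate 1 and 2, 6.41% and 3.72% without CRN +KOH replicate 1 and 2, and 26.8% and 26.4% without CRN/PPN2 +KOH replicate 1 and 2. In CRN/PPN2 it stayed between 42.2% and 52.2% when any single library was left out. The CRN/PPN2 libraries are not part of the comparison in CRN, but all groups share the same estimate of the spread. Without both CRN/PPN2 +KOH libraries, a fit chosen after seeing the result, the share in CRN was 26.1%. With the 4 CRN libraries alone it was 31.7%. The paper states that CRN/PPN2 adapted its gene expression strongly to the alkaline medium, and it cites the larger share of genes that changed in this strain.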

Interestingly, for both strains, the transcriptomic changes in alkaline conditions were different from those reported in multiple previous transcriptomic studies of alkali stress in *S. cerevisiae* [36,37,38,39,40,41] (Figure S3). We observed very low positive (~0.1 or lower (for CRN/PPN2) and negative (for CRN) Pearson correlations of gene-level fold changes under alkali stress versus alkali adaptation. We consider these differences to be caused by different time scales: short-term stress (from 5 min to 2 h, published data) and long-term growth (20–40 h, our study) yield distinctly different physiological states. Of note, CRN/PPN2 adaptation is more similar to that observed for the usual yeast strains under alkali stress in previous studies, likely to be due to CRN being initially hampered by lack of Ppn1.

Despite striking differences in the scale of transcriptomic changes under alkaline conditions in CRN versus CRN/PPN2, the general changes were, in fact, concordant: nearly half of the genes differentially expressed in CRN were also differentially expressed in CRN/PPN2 (Figure 3b) and overall Pearson’s correlation was ~0.4 (Figure 3c). 

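Of the 822 genes differentially expressed with KOH in CRN, 439 (53.4%) were also differentially expressed in CRN/PPN2 in the same direction, namely 228 higher and 211 lower. These are 1.91 and 2 times the numbers that independent lists of these sizes would share. With the 102 genes called in opposite directions, 541 (65.8%) were shared, of which 81.1% had the same direction, and independent lists would share 450 in any direction. Both strains lowered PTR2, a peptide transporter gene, with log2 fold changes of -1.01 in CRN (adjusted p = 1.01e-05 from edgeR's quasi-likelihood test) and -1.07 in CRN/PPN2 (adjusted p = 2.61e-06 from the same test). The ammonium permease gene MEP2 also fell in both, with -1.13 (adjusted p = 1.8e-06) and -0.83 (adjusted p = 2.83e-05) by the same test. MUP3, a methionine permease gene, fell in CRN (log2 fold change -1.98, adjusted p = 1.51e-05 from the same test) and rose in CRN/PPN2 (1.91, adjusted p = 1.04e-06). The fall of MUP3 in CRN did not pass after thinning of all libraries to the smallest (-1.05, adjusted p = 0.312, edgeR). In CRN/PPN2 alone, 2431 genes were called, and the difference between the strains was called for 1626 of these.
Across the 5430 genes, which are not independent replicates, the log2 fold changes of the strains had a Pearson r of 0.40 and a Spearman rho of 0.285. Within batch 1 and batch 2, r was 0.351 and 0.336. With each strain taken from another batch it was 0.328 and 0.348. Counts simulated without any KOH effect gave an r of 0.005, and the covariance was 0.1618 in the data and 1e-04 in the simulation.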

Further, gene ontology enrichment also yielded similar results (Figure 3d), although some gene ontology terms were statistically significant only for CRN/PPN2.

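Lists of genes for metabolism, transport and mitochondria were compared between KOH and YPD in each strain. Of 13 purine biosynthesis genes, 11 were lower in CRN and 12 in CRN/PPN2 (12 and 12 when adjusted over the list alone), and none was higher. Of 49 genes of amino acid biosynthesis, 40 were lower in CRN and 43 in CRN/PPN2 (44 and 45 when adjusted over the list alone), with median log2 fold changes of -0.71 (camera, adjusted p = 3.56e-42, and adjusted p = 0.038 with an estimated correlation) and -0.85 (camera, adjusted p = 2.67e-16, but adjusted p = 0.176 with an estimated correlation). ADE17, an enzyme gene at the end of purine synthesis, fell in CRN with a log2 fold change of -3.15 (SE 0.15, adjusted p = 2.39e-11 from edgeR's quasi-likelihood test). Of 41 genes for the respiratory chain and ATP synthase, 12 were lower and none was higher in CRN, and 16 were lower and 12 higher in CRN/PPN2 (18 lower, and 16 lower and 13 higher, when adjusted over the list alone). CYC1, the main cytochrome c gene, fell in CRN (log2 fold change -1.23, SE 0.18, adjusted p = 8.82e-05 from the same test). In CRN/PPN2, COR1 of complex III fell (-1.09, adjusted p = 2.95e-06 from the same test) and CYC7 rose (2.24, adjusted p = 2.25e-10). Of 72 mitochondrial ribosomal protein genes, 1 was lower in CRN (0 when adjusted over the list alone), while 40 were lower and 6 higher in CRN/PPN2 (42 and 6). MRPS12 fell in CRN/PPN2 (log2 fold change -1.22, adjusted p = 8.18e-06 from the same test).
Of 21 permease genes of the plasma membrane, 11 were lower in CRN, and 12 were lower and 1 higher in CRN/PPN2 (15 lower, and 13 lower and 1 higher, when adjusted over the list alone). AGP1, a permease gene for many amino acids, fell in CRN (log2 fold change -1.13, adjusted p = 1.63e-06 from the same test), and the cytosine permease gene FCY2 fell in CRN/PPN2 (-1.27, adjusted p = 1.41e-06). All 15 called of 17 glycolysis genes were lower in CRN/PPN2 (15 when adjusted over the list alone), among them PFK2 (log2 fold change -1.14, adjusted p = 1.78e-06 from the same test). The lists passed camera in CRN for respiration (adjusted p = 9.55e-06, but adjusted p = 0.246 with an estimated correlation), permeases (adjusted p = 1.22e-07, but adjusted p = 0.246) and purines (adjusted p = 2.93e-62, and adjusted p = 0.0179). In CRN/PPN2 they passed for purines (camera, adjusted p = 0.000104, but adjusted p = 0.187 with an estimated correlation), mitochondrial ribosomes (adjusted p = 1.99e-05, but adjusted p = 0.45), permeases (adjusted p = 0.00417, but adjusted p = 0.385) and glycolysis (adjusted p = 7.62e-05, but adjusted p = 0.187).
Counts in CRN were smaller without single CRN libraries. Without CRN YPD replicate 1, CRN YPD replicate 2, CRN +KOH replicate 1 and CRN +KOH replicate 2, the respiratory list had 5, 3, 5 and 1 lower genes and the permeases 6, 6, 6 and 3, and the amino acid list had 23 without CRN +KOH replicate 2. Without either CRN/PPN2 +KOH library, 20 respiratory genes and 4 mitochondrial ribosomal protein genes were lower in CRN, and without any 1 of the other 6 libraries none of the latter was. In CRN/PPN2, 10 respiratory genes were lower without CRN/PPN2 YPD replicate 2, none of the 20 permeases tested was higher without either CRN/PPN2 +KOH library, and 3, 1 and 11 mitochondrial ribosomal protein genes were higher without CRN/PPN2 YPD replicate 1, CRN/PPN2 +KOH replicate 1 and CRN/PPN2 +KOH replicate 2.

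**Figure D1:**
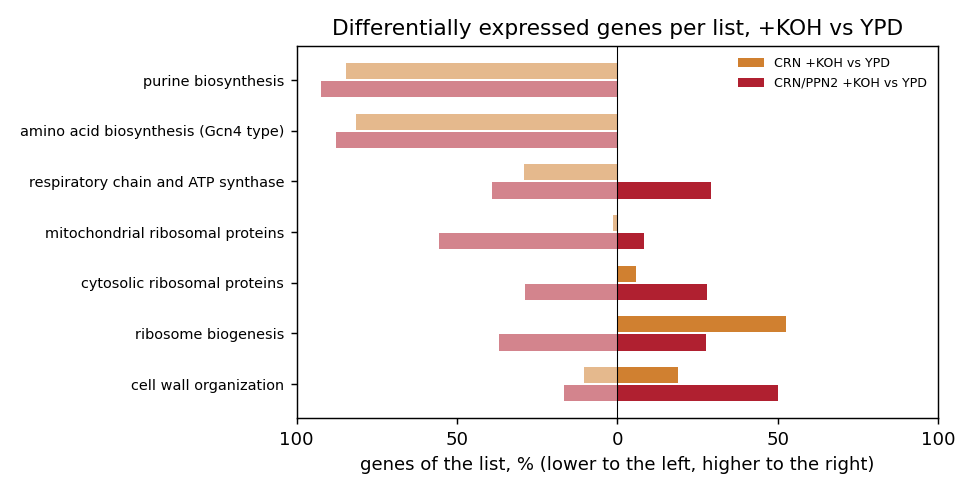
Share of the genes of 7 lists that were differentially expressed between KOH and YPD in CRN (orange) and CRN/PPN2 (red), in percent of the genes measured, with lower genes to the left and higher genes to the right. In the amino acid list 40 of 49 genes were lower in CRN and 43 in CRN/PPN2, whereas 1 and 40 of 72 mitochondrial ribosomal protein genes were lower.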

The growth in alkaline conditions led to decreased expression of genes involved in mitochondrial function, transmembrane transport, plasma membrane, and general metabolism. These pathways are not specific for alkali adaptation, but, as in the CRN/PPN2 versus CRN comparison, reflect general stress response [41,42]. Interestingly, there were only a few GO terms upregulated exclusively in CRN/PPN2: cell wall organization (GO BP) and vacuole (GO CC). 

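Of 48 genes for cell wall organization, 24 were higher and 8 lower in CRN/PPN2 with KOH than in YPD (25 and 9 when adjusted over the list alone). In CRN, 9 were higher and 5 lower (9 and 12 when adjusted over the list alone). The list passed camera in CRN/PPN2 (median log2 fold change 0.39, adjusted p = 0.00454, but adjusted p = 0.378 with an estimated correlation) and not in CRN (adjusted p = 0.586). For 23 of the genes the KOH effect was higher in CRN/PPN2 than in CRN, and for 7 it was lower (camera, adjusted p = 0.00732, and adjusted p = 0.507 with an estimated correlation). PIR3, which encodes a covalently bound wall protein, rose in CRN (log2 fold change 1.20, SE 0.17, adjusted p = 7.46e-05 from edgeR's quasi-likelihood test) and in CRN/PPN2 (3.21, SE 0.15, adjusted p = 1.78e-11 from the same test). In CRN/PPN2, the wall protease gene YPS3 rose with 2.72 (adjusted p = 1.95e-10), the glucan synthase gene GSC2 with 2.23 (adjusted p = 9.27e-10) and the transglycosylase gene CRH1 with 2.00 (adjusted p = 1.96e-09) by the same test.
Among 15 genes of the V-ATPase, which acidifies the vacuole, 8 were lower and 2 higher in CRN/PPN2 with KOH (8 and 2 when adjusted over the list alone), with a median of -0.36 (camera, adjusted p = 0.0989). This list covers only a part of the vacuole genes, so it does not test the paper's GO term for the vacuole. VMA5 fell with a log2 fold change of -1.15 (SE 0.14, adjusted p = 1.6e-06 from the same test) and VMA13 with -0.84 (SE 0.13, adjusted p = 2.66e-05), while VMA10 rose with 1.11 (SE 0.16, adjusted p = 1.74e-05). In CRN, 1 V-ATPase gene was lower (0 when adjusted over the list alone). This number was 0 without any 1 of the 6 libraries outside CRN/PPN2 +KOH, and 4 and 5 without CRN/PPN2 +KOH replicate 1 and 2. The number lower in CRN/PPN2 was 4 without CRN/PPN2 YPD replicate 1 and 4 without replicate 2. The number of higher V-ATPase genes was 1 without any 1 of the 6 libraries outside CRN/PPN2 +KOH. In CRN, the cell wall list had 5, 2, 3 and 4 higher genes without CRN YPD replicate 1, CRN YPD replicate 2, CRN +KOH replicate 1 and CRN +KOH replicate 2, and 1 or 2 lower genes without any 1 of the 6 libraries outside CRN/PPN2 +KOH and 15 without either of those. Between the strains, the KOH effect was lower for 3 wall genes without CRN +KOH replicate 1 and for 4 without CRN +KOH replicate 2 or CRN/PPN2 YPD replicate 2.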

CRN/PPN2 cells are easily lysed and upregulation of cell wall organization genes likely reflects compensatory mechanisms necessary to maintain cell wall nativity in alkaline conditions; in addition, in the alkaline medium, the vacuoles of CRN/PPN2 cells are morphologically larger than those of CRN. Thus, both effects are connected with the visible changes in cell morphology. 

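Of 76 ribosome biogenesis genes, 40 were higher with KOH in CRN and none was lower (59 higher when adjusted over the list alone). Their median log2 fold change was 0.39 (camera, adjusted p = 8.37e-15, but adjusted p = 0.186 with an estimated correlation). In CRN/PPN2, 21 of these genes were higher and 28 lower (21 and 28 when adjusted over the list alone; camera, adjusted p = 0.439). The difference of the KOH effect between the strains was lower in CRN/PPN2 for 39 genes and higher for 5 (42 and 7 when adjusted over the list alone). The 39 became 26 without CRN +KOH replicate 1, 26 without CRN +KOH replicate 2 and 26 without the batch as a block. The 5 became 1 without CRN YPD replicate 1, CRN +KOH replicate 1, CRN/PPN2 YPD replicate 1 or the block, 2 without CRN +KOH replicate 2 or CRN/PPN2 +KOH replicate 1, 3 without CRN/PPN2 YPD replicate 2 and 10 without CRN/PPN2 +KOH replicate 2. NOP53, a gene for maturation of the large ribosomal subunit, rose in CRN with a log2 fold change of 1.04 (SE 0.15, adjusted p = 6.78e-05 from edgeR's quasi-likelihood test) and in CRN/PPN2 with 1.49 (adjusted p = 2.34e-07 from the same test). RRP14 rose in CRN (0.83, adjusted p = 0.000202 from the same test) and in CRN/PPN2 (1.35, adjusted p = 1.8e-07). Of 139 cytosolic ribosomal protein genes, 8 were higher and none was lower in CRN (0 higher when adjusted over the list alone, and 34 at an unadjusted p under 0.05). In CRN/PPN2, 39 were higher and 40 lower. The cytosolic list passed camera in CRN (median 0.22, adjusted p = 0.00053), but not with an estimated correlation (adjusted p = 0.761). In CRN, 10, 5, 14 and 3 ribosome biogenesis genes were higher without CRN YPD replicate 1, CRN YPD replicate 2, CRN +KOH replicate 1 and CRN +KOH replicate 2, and 61 without CRN/PPN2 +KOH replicate 1. Of the cytosolic genes, 0 to 2 were higher without any 1 of the 6 libraries outside CRN/PPN2 +KOH, and 62 and 55 without CRN/PPN2 +KOH replicate 1 and 2. In CRN/PPN2 the cytosolic list had 24 higher genes without CRN/PPN2 YPD replicate 1, 62 higher without CRN/PPN2 +KOH replicate 2, and 69 lower without CRN/PPN2 +KOH replicate 1.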

The gene groups uniquely upregulated in CRN encode components of protein translation machinery, yet this observation remains hard to interpret given that the gene expression changes for this strain were less pronounced.

We consider CRN/PPN2 as a model of impaired phosphorus metabolism. Thus, we focused our attention on particular functional groups of the respective genes (phosphate ion transport, GO:0006817, and polyphosphate metabolic process GO:0006797) and their changes in alkaline conditions (Figure 4): Pi transporters, Pi transport regulators, VTC complex subunits, and VPH1, subunit a of the vacuolar-ATPase V0 domain. In addition, we considered plasma-membrane H^+^-ATPases as they are directly involved in maintaining the proton gradient on the plasma membrane [43], and CYSTM (cysteine-rich transmembrane module) proteins which are involved in diverse stress response and adaptation to harsh growth conditions [44,45].

Strikingly, three functional groups (VTC complex, responsible for polyP biosynthesis, CYSTM proteins, and plasma membrane H^+^-ATPases) exhibited fully concordant changes in expression when comparing (1) alkali versus normal conditions and (2) CRN/PPN2 versus CRN (Figure 4). 

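Of the 5 VTC genes, whose products make polyP, 1 was lower with KOH in CRN and 5 in CRN/PPN2, and 4 were lower in CRN/PPN2 than in CRN with KOH (1, 5 and 4 when adjusted over the list alone). VTC5 had a log2 fold change of 0.09 between CRN/PPN2 and CRN with KOH (SE 0.15, adjusted p = 0.634 from edgeR's quasi-likelihood test). Its sign changed without CRN +KOH replicate 2 (-0.01) and with upper quartile factors (-0.02). Of the 5 CYSTM genes, 2 were higher in CRN with KOH, and 3 were higher and 1 lower in CRN/PPN2 (2, and 3 and 2, when adjusted over the list alone). Between CRN/PPN2 and CRN with KOH, 1 CYSTM gene was higher and 1 lower. In YPD none of the CYSTM genes passed, none had an unadjusted p under 0.05, and DESeq2 called none. CPP1 (YBR016W) was at 47 ± 10.2 CPM in CRN with KOH and 15.9 ± 0.736 in CRN/PPN2 with KOH (SD, n = 2; log2 fold change -1.49, SE 0.23, adjusted p = 3.05e-05 from the same test). It fell with KOH in CRN/PPN2 (log2 fold change -1.27, adjusted p = 0.000195 from the same test), and in CRN its log2 fold change was 0.31 (adjusted p = 0.16, and adjusted p = 0.0435 with ComBat-seq counts and the likelihood ratio test). Tested directly, the difference between the strains was called (-1.58, adjusted p = 0.000295 from the same test). The plasma membrane H+-ATPase genes PMA1 and PMA2 moved in opposite directions in CRN/PPN2, and neither passed in CRN, where DESeq2 called 1 and 1 had an unadjusted p under 0.05. In CRN the number of higher CYSTM genes was 1 without CRN YPD replicate 1, CRN YPD replicate 2 or CRN +KOH replicate 2, and in CRN/PPN2 it was 1 without CRN/PPN2 YPD replicate 2 or CRN/PPN2 +KOH replicate 1, the latter with 2 lower CYSTM genes. The number of lower VTC genes in CRN was 2 without either CRN/PPN2 +KOH library.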

In regard to the expression of these genes, CRN/PPN2 is preadapted to growth in the KOH medium. 

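The Pi transporter genes PHO84, PHO87, PHO89, PHO90, PHO91 and SYG1 and the regulators of Pi transport PHM6, PHM7, CTO1 and GTR1 were compared between KOH and YPD and between the strains. With KOH, 1 transporter gene was lower in CRN and 1 in CRN/PPN2, and none was higher (3 and 1 lower when adjusted over the list alone). Of the 4 regulators, none passed in CRN by edgeR or DESeq2, and none had an unadjusted p under 0.05. In CRN/PPN2, 2 were higher and 1 lower (2 and 1 when adjusted over the list alone). GTR1, a GTPase gene next to PHO84, fell in CRN/PPN2 from 114 ± 5.81 CPM to 75.3 ± 13.8 (SD, n = 2; log2 fold change -0.64, SE 0.15, adjusted p = 0.00204 from edgeR's quasi-likelihood test). It did not pass without CRN/PPN2 +KOH replicate 1 (-0.36, adjusted p = 0.125). Between CRN/PPN2 and CRN with KOH, 5 transporter genes were lower and 1 higher, and 2 regulators were lower and 2 higher. The transporter gene PHO90 had a log2 fold change of -0.56 in this comparison (SE 0.16, adjusted p = 0.00677 from the same test), which did not pass without CRN +KOH replicate 2 (adjusted p = 0.0845) or CRN/PPN2 +KOH replicate 2 (adjusted p = 0.071), or after thinning of all libraries to the smallest (adjusted p = 0.114). The number of lower transporters was 2 without CRN +KOH replicate 1 or CRN/PPN2 +KOH replicate 1, and 3 without any other library or without the batch as a block. The higher transporter was lost without CRN +KOH replicate 1, CRN +KOH replicate 2 or CRN/PPN2 +KOH replicate 1 and without the block. Of the regulators, 1 was higher and 1 lower without CRN +KOH replicate 1 or 2, none higher and 1 lower of 3 tested without CRN/PPN2 +KOH replicate 1, 1 higher and 2 lower of 3 tested without CRN/PPN2 +KOH replicate 2, and 2 higher and 1 lower without the block. The transporter called in CRN did not pass without CRN YPD replicate 1, CRN YPD replicate 2 or CRN +KOH replicate 2, and 3 were lower without either CRN/PPN2 +KOH library, with 1 higher without CRN/PPN2 +KOH replicate 1. In CRN/PPN2, 1 transporter was higher without CRN/PPN2 YPD replicate 2 or CRN/PPN2 +KOH replicate 2, no transporter and none of the 3 regulators tested passed without CRN/PPN2 +KOH replicate 1, and 1 regulator was higher without CRN/PPN2 YPD replicate 2 or CRN/PPN2 +KOH replicate 2. PHM7 did not reach the filter on low counts without either CRN/PPN2 +KOH library and was not tested there, so the number of regulators tested was 3.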

Two other gene groups, Pi transporters and Pi transport regulators, also displayed generally concordant changes. However, there were two strongly discordant genes, *PHO89* and *PHM6*: they were nearly neutral in KOH vs. YPD comparison but strongly downregulated in CRN/PPN2 versus CRN (see also Figure 2b).

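With KOH, PHO89 was at 630 ± 23.9 CPM in CRN and 113 ± 7.27 in CRN/PPN2 (SD, n = 2), a log2 fold change of -2.48 between the strains (SE 0.16, adjusted p = 4.92e-10 from edgeR's quasi-likelihood test). Between KOH and YPD its log2 fold change was 0.29 in CRN (SE 0.13, adjusted p = 0.142 from the same test) and 0.10 in CRN/PPN2 (SE 0.16, adjusted p = 0.622). PHO89 passed in CRN without CRN/PPN2 +KOH replicate 1 (adjusted p = 0.0407 from the same test) and with the 4 CRN libraries alone (adjusted p = 0.0101). In CRN/PPN2 its sign changed without CRN/PPN2 YPD replicate 1 (-0.10). PHM6 was at 64.5 ± 2.96 in CRN and 24.7 ± 11.5 in CRN/PPN2 with KOH (log2 fold change -1.29, SE 0.22, adjusted p = 0.000102 from the same test). Between KOH and YPD, PHM6 had log2 fold changes of -0.13 in CRN (SE 0.15, adjusted p = 0.601 from the same test) and 0.23 in CRN/PPN2 (SE 0.25, adjusted p = 0.458). The signs of these changed without CRN +KOH replicate 1 (0.03) and CRN/PPN2 +KOH replicate 1 (-0.39). The paper singled out PHO89 and PHM6 by their values in these libraries, so their values are not independent evidence.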

### 3.3. Mutant Strains with Different Adaptability to Alkali

Gene set enrichment analysis did not reveal easily interpretable pathways upregulated in yeast grown in the alkaline medium except for general stress response. We hypothesized that adaptation to alkaline conditions might involve less commonly studied genes. 

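ECM8, YOL160W, YCR099C, ADH2 and CPP3 were picked by the paper from these libraries, so the tests on them are not independent evidence. All 5 were higher with KOH than in YPD in CRN and in CRN/PPN2, at adjusted p-values under 0.05 from edgeR's quasi-likelihood test. The rise was larger in CRN/PPN2 for each of the 5, by a test of the difference between the strains. With KOH, all 5 were higher in CRN/PPN2 than in CRN. In YPD, none of the 5 passed between CRN/PPN2 and CRN, DESeq2 called none, and none had an unadjusted p under 0.05. YCR099C had a negative log2 fold change there (-0.27, SE 0.19, adjusted p = 0.461 from the same test), and CPP3 (0.75, SE 0.40, adjusted p = 0.315) and ECM8 (0.92, SE 0.48, adjusted p = 0.308) had positive ones. ECM8 and CPP3 were at 1.66 ± 1.39 and 2.13 ± 0.202 CPM in CRN in YPD (SD, n = 2). In CRN, 3 of the 5 passed without CRN YPD replicate 1, CRN +KOH replicate 1 or CRN +KOH replicate 2, and the difference between the strains passed for 2 without CRN YPD replicate 2 and for 3 without CRN/PPN2 YPD replicate 2. Without either CRN/PPN2 +KOH library, 3 of the 5 passed in each of these comparisons, because the filter on low counts then leaves out genes seen mainly in that group.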

From those, we selected five that were highly upregulated in the alkaline medium in CRN and even higher in CRN/PPN2, and, moreover, upregulated in CRN/PPN2 compared to CRN in YPD (Figure 5a), likely contributing to the pre-adaptation of CRN/PPN2 cells to the alkaline medium. This special group of interest (Figure 5a) comprised three poorly annotated genes (*ECM8*, *YOL160W*, *YCR099C*) as well as *ADH2* (alcohol dehydrogenase 2, Glucose-repressible alcohol dehydrogenase II) [46] and *CPP3* (C-terminally Palmitoylated Protein) [47]. 

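ECM8 (YBR076W), on chromosome II of R64-1-1 from 390227 to 391291, was at 5.22 ± 0.877 CPM in CRN with KOH, 3.2 ± 0.0912 in CRN/PPN2 in YPD and 109 ± 4.88 in CRN/PPN2 with KOH (SD, n = 2). Its log2 fold change between KOH and YPD was 1.60 in CRN (SE 0.45, adjusted p = 0.0212 from edgeR's quasi-likelihood test) and 5.08 in CRN/PPN2 (SE 0.26, adjusted p = 4.41e-11 from the same test). YOL160W, on chromosome XV from 14313 to 14654, was at 0.558 ± 0.147 in CRN in YPD, 2.8 ± 0.549 in CRN with KOH, 0.808 ± 0.588 in CRN/PPN2 in YPD and 35.9 ± 4.38 in CRN/PPN2 with KOH. Its log2 fold changes were 2.24 (SE 0.61, adjusted p = 0.0186 from the same test) and 5.40 (SE 0.39, adjusted p = 3.24e-09). YCR099C, on chromosome III from 300832 to 301299, rose from 19.8 ± 2.15 to 46 ± 3.19 in CRN and from 16.4 ± 3.01 to 586 ± 38.9 in CRN/PPN2. Its log2 fold changes were 1.21 (SE 0.17, adjusted p = 4.55e-05 from the same test) and 5.15 (SE 0.15, adjusted p = 4.52e-14). After thinning of all libraries to the smallest, YCR099C had 0.82 in CRN (adjusted p = 0.132, edgeR), ECM8 0.00 (adjusted p = 1) and YOL160W 2.08 (adjusted p = 0.433), so none of the calls in CRN was kept at that depth. The differences between the strains in the KOH effect were 3.47 for ECM8 (adjusted p = 0.000463), 3.16 for YOL160W (adjusted p = 0.0183) and 3.94 for YCR099C (adjusted p = 4.05e-09) by the same test. In CRN, ECM8 did not pass without CRN YPD replicate 1 (adjusted p = 0.28), CRN +KOH replicate 1 (0.171) or CRN +KOH replicate 2 (0.0937), nor did YOL160W without any 1 of the 4 CRN libraries (adjusted p = 0.0843 to 0.133). The difference for ECM8 did not pass without CRN YPD replicate 2 (2.19, adjusted p = 0.14), nor that for YOL160W without CRN YPD replicate 2 (adjusted p = 0.147), CRN/PPN2 YPD replicate 2 (adjusted p = 0.059) or with thinning (adjusted p = 0.441). Some groups rest on few counts per library, since a single count equals 0.2 to 1.26 CPM.

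**Figure D2:**
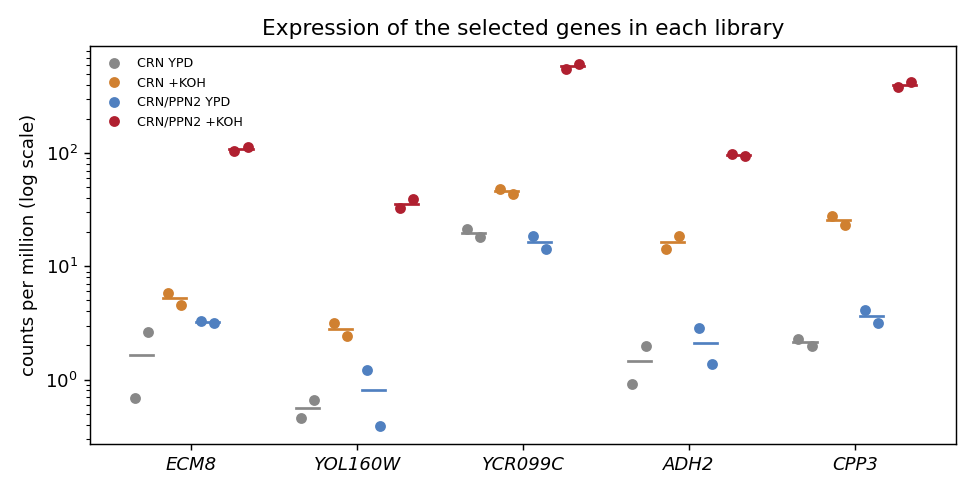
CPM (log scale) of the genes of Figure 5a in each library of CRN and CRN/PPN2, in YPD and with KOH. Points are libraries (n = 2 per group) and lines are group means. YCR099C lay at 586 ± 38.9 (SD) in CRN/PPN2 with KOH and at 46 ± 3.19 in CRN with KOH.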

Prioritizing these genes became possible owing to unique features of CRN/PPN2 and large-scale gene expression changes in long-term growth in alkaline conditions, which yielded a transcriptome profile distinct from the usually studied short-term stress (Figure S3). Interestingly, *ADH2* and *CPP3* are also strongly upregulated at manganese excess [48].

To assess the functional importance of these genes for efficient growth and maintenance of the cell morphology in the alkaline medium, we used knockout strains ∆*ecm8*, ∆*adh2*, ∆*yol160w*, ∆*cpp3*, and ∆*ycr099c* available from the Euroscarf collection and derived from BY4742 (*MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0*). To study the changes in the alkaline medium, YPD was supplemented with 40 mM KOH, as BY4742 cells are resistant to 20 mM KOH used for CRN and CRN/PPN2. In these alkaline conditions, BY4742 shows the same morphology abnormalities as CRN with 20 mM KOH: large rounded cells with enlarged vacuoles (Figure 1e and Figure 5b).

When cultivated in control YPD, the cells of all strains had normal morphology and there were no differences in cell concentration between strains after 24 h of cultivation (Figure S4). When cultivated in the alkaline medium, the Δ*ecm8* strain yielded significantly reduced cell concentration, although the other strains showed the same or even higher cell concentration compared to BY4742 (Figure S4).

In terms of cell morphology, the cultivation in the alkaline medium led to diverse effects. (1) There were no cells with enlarged vacuoles for ∆*ecm8*. The lack of enlarged vacuoles may explain why these knockouts cannot efficiently grow in alkaline conditions, as vacuole enlargement decreases vacuole lumen alkalization by water dilution. (2) Vacuoles were fragmented in Δ*yol160w* cells, although the mechanism remains unclear. (3) Δ*cpp3* cell population exhibited cell lysis and included multiple cells with destroyed vacuoles. Cpp3 is attached to the plasma and vacuolar membranes via covalently attached palmitic acid residue [47], and we hypothesize that its CYSTM domain is exposed to the cytoplasm and vacuolar lumen, forming clusters to strengthen the membranes. (4) ∆*adh2* cells had no special features and were indistinguishable from those of BY4742. (5) ∆*ycr099c* cells had severely damaged vacuoles and vacuoles with multiple dark inclusions of unknown nature. All in all, knockout cells grown in the alkaline medium exhibited diverse abnormalities of vacuoles.

We conclude that *ADH2* is not involved in adaptation to alkaline medium, despite being one of the top upregulated genes. Instead, *ECM8* is crucial for survival in the alkaline medium, although the mechanism remains unknown. *YOL160W*, *YCR099C*, and *CPP3* contribute to the vacuole reorganization necessary for effective adaptation to alkaline conditions.

## 4. Discussion

Unfavorable environmental conditions and stress factors, such as oxidants, thermal shock, nitrogen depletion, amino acid starvation, acidification, or alkalization of the medium [7,49,50,51,52], and the elevated concentrations of heavy metal ions [53] induce significant changes in yeast cell growth, metabolism, morphology, and gene expression. In fact, the majority of differentially expressed genes that we detected in our study are not specific for growth in the alkaline medium (pH 7.5) but reflect general suppression of cell growth: elongated lag-phase, lowered cell concentration, and altered cell morphology (enlarged vacuoles, Figure 1c,e), and many of these effects were described previously for other stress conditions. Particularly, downregulation of ribosome biogenesis and cytoplasmic translation were detected under short-term alkaline stress [41]; while proteasome genes upregulation was observed in heat stress [54], and proteasome activity was shown to increase under nitrogen starvation [55] and freezing [56]. It is well known, that protein activity and stability are pH-dependent [57]. Further, mild alkaline treatment can be used for protein extraction from yeast [58]. We hypothesize that yeast growing in low-alkaline pH conditions may also have higher intracellular pH levels, provoking proteotoxic stress from improperly folded proteins and activating the ubiquitin–proteasome system [59].

The transcriptional programs activated in response to alkaline stress or long-term growth in an alkaline medium are different (Figure S3). However, particular functional gene groups (Figure 4, Table S1) deserve special attention. First of all, *RIM21* encoding polytopic plasma membrane protein that senses external alkalization is among the key genes activated in alkali stress response [7,60,61]. However, in our setup, *RIM21* was upregulated only in CRN/PPN2 [60,62]. 

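RIM21 (YNL294C), on chromosome XIV of R64-1-1 from 78659 to 80260, was at 93.9 ± 13.7 CPM in CRN/PPN2 in YPD and 252 ± 7.28 with KOH (SD, n = 2). This is a log2 fold change of 1.42 (SE 0.14, adjusted p = 1.25e-07 from edgeR's quasi-likelihood test). In CRN its log2 fold change was -0.07 (SE 0.13, adjusted p = 0.782 from the same test), with a sign that changed without CRN YPD replicate 2 (0.09). Between the strains the KOH effect differed by 1.49 (SE 0.19, adjusted p = 1.4e-05 from the same test).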

The gene encoding its downstream target *Rim101* (a transcription factor that regulates gene expression resulting in the expression of cell wall proteins, secreted enzymes, and proteins required for ion homeostasis) is upregulated in response to short-term alkali exposure [7,60,61] but, in our setup, it expression was stable.

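RIM101 (YHL027W), on chromosome VIII of R64-1-1 from 51111 to 52988, had log2 fold changes between KOH and YPD of -0.31 in CRN (SE 0.14, adjusted p = 0.132 from edgeR's quasi-likelihood test) and -0.52 in CRN/PPN2 (SE 0.17, adjusted p = 0.0163 from the same test). The fall in CRN/PPN2 did not pass without CRN/PPN2 YPD replicate 2 (adjusted p = 0.0859) or CRN/PPN2 +KOH replicate 1 (adjusted p = 0.158), or after thinning to the smallest library (adjusted p = 0.188). In CRN it passed without CRN/PPN2 +KOH replicate 2 (adjusted p = 0.0476) and with the 4 libraries of the comparison alone (adjusted p = 0.0262). Of 8 genes of the Rim101 pathway, RIM21 and RIM101 included, 4 were higher and 1 lower in CRN/PPN2 (4 and 1 when adjusted over the list alone; camera, adjusted p = 0.222). Neither CRN/PPN2 YPD replicate 2 nor CRN/PPN2 +KOH replicate 1 could be left out without losing the lower call.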

It is known that alkaline stress and Pi starvation [9] induce concordant changes in genes encoding Pi transporters: H^+^/Pi symporters *PHO87* and *PHO90* are downregulated, while *PHO84* and Na/Pi symporter *PHO89* are upregulated [7,9,63]. In this context, the similarity between Pi starvation and alkaline stress is explained by the following considerations [9]. Low-affinity Pi transporters (Pho87, Pho90) and major high-affinity Pi transporter, Pho84, cannot perform H^+^/Pi symport [64,65] when the electrochemical H^+^ gradient decreases, which occurs directly in case of alkalization of the extracellular medium or, indirectly, due to Pi starvation-induced drop in ATP concentration. Yet, in our setup with continuous growth in the alkaline medium, *PHO84* and *PHO87* are downregulated, while *PHO89* and *PHO90* expression remains mostly unchanged (Figure 4). 

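PHO84 (YML123C), on chromosome XIII of R64-1-1 from 24037 to 25800, was at 1810 ± 44.9 CPM in CRN with KOH and 1410 ± 249 in CRN/PPN2 with KOH (SD, n = 2). Its log2 fold change between KOH and YPD was -0.60 in CRN (SE 0.15, adjusted p = 0.00959 from edgeR's quasi-likelihood test) and -0.13 in CRN/PPN2 (SE 0.15, adjusted p = 0.473 from the same test). The fall in CRN did not pass without CRN YPD replicate 1 (adjusted p = 0.198), CRN YPD replicate 2 (adjusted p = 0.0618) or CRN +KOH replicate 2 (adjusted p = 0.298), or without the batch as a block (adjusted p = 0.078). In CRN/PPN2 the sign of PHO84 changed without CRN/PPN2 YPD replicate 2 (0.01) and without CRN/PPN2 +KOH replicate 1 (0.00). PHO87 had a log2 fold change of -0.32 in CRN (SE 0.12, adjusted p = 0.0766 from the same test) and -0.50 in CRN/PPN2 (SE 0.14, adjusted p = 0.00778). PHO87 passed in CRN without CRN/PPN2 +KOH replicate 1 (adjusted p = 0.0268) or 2 (adjusted p = 0.0193), and did not pass in CRN/PPN2 without CRN/PPN2 +KOH replicate 1 (adjusted p = 0.0768). PHO90 had log2 fold changes of 0.27 in CRN (SE 0.13, adjusted p = 0.169 from the same test) and -0.29 in CRN/PPN2 (SE 0.16, adjusted p = 0.142).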

We consider this a direct consequence of polyP hydrolysis by Ppn2 yielding shorter polyP chains, which are then used as the source of extra Pi (Figure 1d) by Ppx1 or pyrophosphatases.

Phm6 and Phm7 are membrane proteins expressed after phosphate starvation and responsible for the overaccumulation of phosphate [66]. *PHM7,* but not *PHM6,* is upregulated in the case of growth in alkaline media (Figure 4), similar to their changes under manganese excess [67]. Yet, as their functions are not known in detail, it remains hard to interpret this effect in the context of phosphate uptake. 

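PHM7 (YOL084W), on chromosome XV of R64-1-1 from 162356 to 165331, was at 7.36 ± 2.62 CPM in CRN/PPN2 in YPD and 43.5 ± 3.59 with KOH (SD, n = 2). This is a log2 fold change of 2.60 (SE 0.25, adjusted p = 1.08e-07 from edgeR's quasi-likelihood test). In CRN it was at 3.79 ± 1.5 and 5.1 ± 0.835, a log2 fold change of 0.42 (SE 0.34, adjusted p = 0.431 from the same test). The difference between the strains was 2.18 (SE 0.43, adjusted p = 0.000763 from the same test), which did not pass when all libraries were thinned to the depth of the smallest (adjusted p = 0.1).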

Particularly, they behave similarly under very short-term alkali stress but are both downregulated in the case of 1-h exposure [41].

The next crucial part of phosphorus homeostasis is the polyP-synthesizing VTC complex [68]. Similar to *PHO89*, genes encoding VTC subunits *VTC1* and *VTC4* are upregulated in both short-term alkali stress and Pi starvation [9,69], but genes of all VTC subunits are downregulated in our setup. 

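VTC5 fell in CRN with KOH from 244 ± 8.08 CPM to 92.3 ± 2.68 (SD, n = 2), with a log2 fold change of -1.41 (SE 0.13, adjusted p = 2.62e-07 from edgeR's quasi-likelihood test). None of the other VTC genes passed in CRN. The log2 fold changes there were -0.13 for VTC1 (adjusted p = 0.623 from the same test), -0.20 for VTC2 (adjusted p = 0.287), 0.17 for VTC3 (adjusted p = 0.395) and -0.26 for VTC4 (adjusted p = 0.193). VTC4 passed in CRN without CRN/PPN2 +KOH replicate 1 (adjusted p = 0.0491) or 2 (adjusted p = 0.0355) and with the 4 CRN libraries alone (adjusted p = 0.00804), as did VTC2 with those alone (adjusted p = 0.0327). In CRN/PPN2 all 5 fell, with log2 fold changes of -0.55 for VTC1 (adjusted p = 0.00879 from the same test), -0.93 for VTC2 (adjusted p = 1.41e-05), -0.80 for VTC3 (adjusted p = 6.55e-05), -0.92 for VTC4 (adjusted p = 2.65e-05) and -0.84 for VTC5 (adjusted p = 0.000108). VTC4 was at 596 ± 91 in CRN/PPN2 in YPD and at 315 ± 34.2 with KOH. VTC1 did not pass in CRN/PPN2 without CRN/PPN2 YPD replicate 2 (-0.34, adjusted p = 0.191) or CRN/PPN2 +KOH replicate 2 (-0.25, adjusted p = 0.126).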

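VPH1 (YOR270C), on chromosome XV of R64-1-1 from 828052 to 830574, encodes the vacuolar isoform of the V-ATPase subunit a. In CRN/PPN2 it was at 817 CPM in YPD and 612 with KOH (means, n = 2), a log2 fold change of -0.42 (SE 0.14, adjusted p = 0.0178 from edgeR's quasi-likelihood test). It did not pass without CRN/PPN2 YPD replicate 1 (adjusted p = 0.0901), CRN/PPN2 YPD replicate 2 (adjusted p = 0.101) or CRN/PPN2 +KOH replicate 1 (-0.24, adjusted p = 0.132), or without the batch as a block (adjusted p = 0.0541). In CRN its log2 fold change was -0.27 (SE 0.14, adjusted p = 0.201 from the same test). VPH1 passed in CRN without CRN/PPN2 +KOH replicate 1 (adjusted p = 0.0374) or 2 (adjusted p = 0.0255) and with the 4 CRN libraries alone (adjusted p = 0.00812).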

VTC works in tandem with V-ATPase [70,71], and *VPH1* encoding one of the V-ATPase subunits is also significantly downregulated. Altogether this means that phosphate consumption for polyP synthesis decreases significantly in alkaline conditions, thereby lowering the demand of cellular phosphate for polyP synthesis and allowing for cell survival in spite of downregulated phosphate transport.

The primary function of V-ATPase is pumping H^+^ from the cytoplasm to the vacuolar lumen [72]. *VPH1* downregulation must decrease V-ATPase activity and, consequently, lead to acidification of the cytoplasm in alkaline conditions. 

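PMA1 (YGL008C), the main H+-ATPase gene of the plasma membrane, lies on chromosome VII of R64-1-1 from 479910 to 482666. With KOH it fell in CRN/PPN2 from 3340 ± 438 CPM to 1940 ± 263 (SD, n = 2), a log2 fold change of -0.78 (SE 0.14, adjusted p = 0.000127 from edgeR's quasi-likelihood test). In CRN it was at 4020 in YPD and 3070 with KOH (means), a log2 fold change of -0.39 (SE 0.14, adjusted p = 0.0638 from the same test). PMA1 passed in CRN without CRN/PPN2 +KOH replicate 1 (adjusted p = 0.00198) or 2 (adjusted p = 0.00113), and with DESeq2 (adjusted p = 0.027).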

Another protein pumping H^+^ from the cytoplasm is Pma1 ATPase of the plasma membrane [43], and it was also downregulated in alkaline conditions (Figure 4), additionally contributing to cytoplasm acidification. Another plasma membrane ATPase *PMA2* is strongly upregulated, although it is unlikely to substitute for the lack of Pma1 as *PMA2* mRNA abundance is an order of magnitude lower than that of *PMA1*. 

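PMA2 (YPL036W) was at 9.41 CPM in CRN/PPN2 in YPD and 21 ± 0.319 with KOH (SD, n = 2), a log2 fold change of 1.26 (SE 0.32, adjusted p = 0.00308 from edgeR's quasi-likelihood test). This did not pass without CRN/PPN2 YPD replicate 1 (0.80, adjusted p = 0.0762) or CRN/PPN2 +KOH replicate 1 (0.87, adjusted p = 0.124). In CRN it was at 4.57 in YPD and 5.28 with KOH. With KOH, PMA2 was higher in CRN/PPN2 than in CRN (log2 fold change 2.09, SE 0.36, adjusted p = 9.16e-05 from the same test). PMA1 was the lower of the pair in that comparison (-0.67, SE 0.14, adjusted p = 0.00053 from the same test).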

Of note, *PMA2* upregulation was also observed at the stationary growth [73] and in manganese adaptation [48].

CYSTM proteins form a less-studied group of stress response and adaptation factors [44]. These proteins possess conserved cysteine-rich domains and are anchored in membranes by covalently attached palmitic acid [47]. *S. cerevisiae* genome annotation includes five CYSTM proteins: Cpp1, Cpp2, Cpp3, Mnc1, Ydl012c. Of those, genes of two orthologs, Mnc1 and Cpp3, are highly upregulated in the alkaline medium. 

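CPP3 (YDR034W-B), on chromosome IV of R64-1-1 from 521314 to 521469, rose with KOH to 25.6 ± 3.64 CPM in CRN and from 3.61 ± 0.668 to 403 ± 26.2 in CRN/PPN2 (SD, n = 2). Its log2 fold changes were 3.56 in CRN (SE 0.27, adjusted p = 3.34e-08 from edgeR's quasi-likelihood test) and 6.79 in CRN/PPN2 (SE 0.19, adjusted p = 2.66e-14 from the same test). The difference between the strains was 3.23 (adjusted p = 8.48e-05 from the same test), which did not pass at the depth of the smallest library (adjusted p = 0.397). MNC1 (YBR056W-A), on chromosome II from 351255 to 351455, had log2 fold changes of 0.76 in CRN (SE 0.21, adjusted p = 0.0195 from the same test) and 0.99 in CRN/PPN2 (SE 0.26, adjusted p = 0.00388). With KOH it was at 33.9 ± 5.58 in CRN and 36.5 ± 9.89 in CRN/PPN2. MNC1 did not pass in CRN without CRN YPD replicate 1 (adjusted p = 0.198), CRN YPD replicate 2 (0.0633) or CRN +KOH replicate 2 (0.38, adjusted p = 0.555), without the batch as a block (adjusted p = 0.0663), with DESeq2 (adjusted p = 0.068) or after thinning (0.48, adjusted p = 0.532). It did not pass in CRN/PPN2 without CRN/PPN2 YPD replicate 2 (0.66, adjusted p = 0.0644) or CRN/PPN2 +KOH replicate 1 (adjusted p = 0.186).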

Previously, we had shown *MNC1* involvement in manganese adaptation [48] and, in this study, we reported its upregulation in the alkaline medium on the transcriptomic level (Figure 4). However, microphotographs of yeast carrying GFP-MNC1 fusions do not show a higher abundance of the protein, because GFP fluorescence under alkaline conditions was quite low [45]. On the contrary, in alkaline conditions, Cpp3 was upregulated both on the transcriptomic (this study) and proteomic level [45]. Further, in alkaline conditions, ∆*cpp3* cells exhibit cell lysis (Figure 5b).

We have also detected the major alkali-induced upregulation of *ADH2*, which is also upregulated under manganese excess [48]. Yet the growth and cell state of the ∆*adh2* knockout strain were the same as those of the parent strain under both alkaline conditions and manganese excess. This gene is usually expressed under glucose depletion and supposedly is not responsible for any adaptive changes but is associated with the slowdown in cell growth.

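ADH2 (YMR303C), on chromosome XIII of R64-1-1 from 873291 to 874337, was at 1.45 ± 0.761 CPM in CRN in YPD and 16.5 ± 3.03 with KOH (SD, n = 2). In CRN/PPN2 it was at 2.11 ± 1.05 in YPD and 96.8 ± 3.19 with KOH. The log2 fold changes were 3.48 in CRN (SE 0.36, adjusted p = 1.63e-06 from edgeR's quasi-likelihood test) and 5.52 in CRN/PPN2 (SE 0.28, adjusted p = 4.41e-11 from the same test). The difference between the strains was 2.04 (SE 0.64, adjusted p = 0.0174 from the same test). It did not pass without CRN YPD replicate 2 (1.37, adjusted p = 0.305), CRN +KOH replicate 1 (adjusted p = 0.0572) or CRN/PPN2 YPD replicate 2 (adjusted p = 0.089), or at the depth of the smallest library (adjusted p = 0.0723).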

We formulate the following hypothesis for the improved ability of CRN/PPN2 to adapt to alkaline conditions. (1) Ppn2 can efficiently produce short polyP and Pi as counterions working in tandem with Ppx1 and pyrophosphatases, allowing neutralization of excess OH^-^ in cytoplasm and vacuole. Ppn2 is usually localized in the vacuole [16], although CRN/PPN2, in addition, has Ppn2 in the cytoplasm [18]. (2) Ppn2 overproduction induces transcriptomic changes which are partly pre-adaptive for growth in alkaline conditions. The induction of such a state is probably not a direct result of decreased polyP level: the ∆*vtc4* knockout strain with decreased total polyP level has a lower capability to grow in the alkaline medium [74]. Of note, an important feature of CRN/PPN2 cells is the increased short-chain polyP fraction, while ∆*vtc4* cells lack short-chain polyP, which we consider an important counter-ion for alkali.

Summing up our findings, we formulated the following model of Ppn2’s role in alkaline adaptation (Figure 6). Alkaline medium increases OH^-^ intake in cytoplasm and vacuole. The downregulation of Pma1 and V-ATPase decreases proton pumping from the cytoplasm, which compensates for excessive OH^-^. This decrease cannot be fully compensated for by Pma2 upregulation due to its low absolute expression. The reduced proton gradient decreases Pi intake by Pho84 and Pho87, and this effect is further enhanced by lowered expression of the respective genes. This results in a major decrease in the cellular phosphate intake. However, genes encoding VTC complex and V-ATPase subunits are downregulated, limiting Pi usage for polyP synthesis. Ppn2 enzymatic activity has a neutral pH optimum. Usually, vacuoles have acidic pH and alkalization of vacuolar lumen improves Ppn2 efficacy in digesting long-chain polyPs into short-chain polyPs. In turn, short-chain polyPs serve as counter-ions and are further digested by alkaline phosphatase Pho8 producing Pi, which Pho91 then transports to cytoplasm. Uncharacterized proteins Cpp3, Ecm8, Yol160w, and Ycr099c participate in vacuole function and contribute to its normal morphology through unknown mechanisms. Specifically for CRN/PPN2, the cytoplasmic activity of Ppn2 generates extra short-chain polyPs, which are hydrolyzed by Ppx1. We hypothesize that these short-chain polyPs are involved in a signaling mechanism that pre-established the alkaline-resistant state of CRN/PPN2 cells.

Of multiple polyP-hydrolyzing enzymes of yeast, Ppn1 and Ppn2 are similar in endopolyphophatase activity and vacuolar localization [18]. Yet Ppn1 or Ppn2 overexpression differently affect the adaptive capabilities of yeast cells, likely due to differences in the cellular short-chain polyP abundance [18] in the respective strains. Ppn1 overexpression improves the manganese resistance [67], but only slightly contributes to adaptation to alkali [18], while Ppn2 largely improves the adaptation to alkali, but does not affect manganese resistance. It is not improbable that the adaptation processes are controlled by other not yet identified substrates of these enzymes [75,76]. Finally, while we did not explore the possible effect of Ppn2 overexpression on the dephosphorylation of polyP-phosphorylated proteins [12], we cannot rule out that these alterations could contribute to the unique transcriptomic profile of CRN/PPN2.

All in all, our CRN/PPN2 model allowed us to identify the crucial role of Ppn2 for yeast growth in the alkaline medium and reveal the functional importance of several poorly annotated genes.

## Figures and Tables

**Figure 1:**
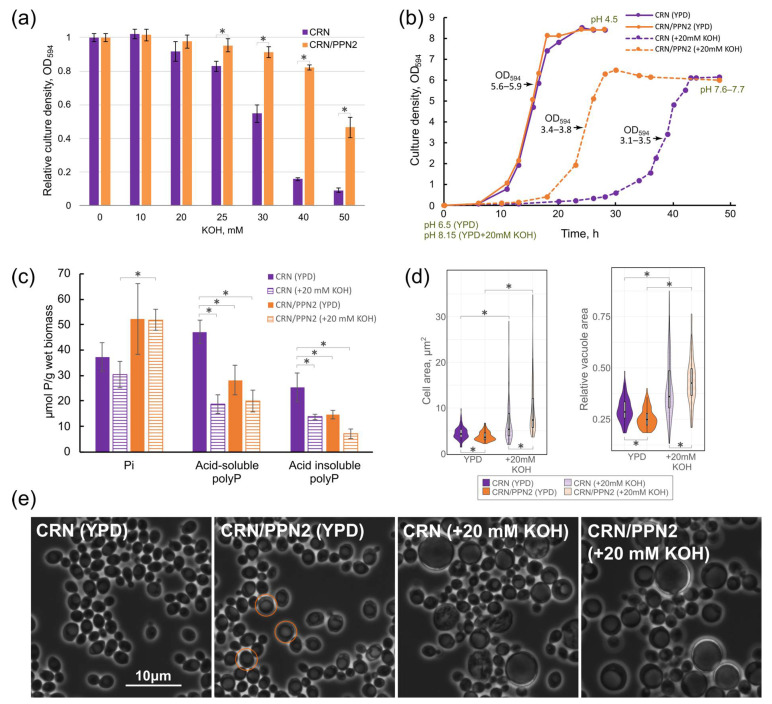
Ppn2 expression affects yeast adaptation to the alkaline medium. (**a**) The effect of alkali concentration on yeast culture density, cultivation for 24 h in immuno-plate in YPD supplemented with varying concentrations of KOH. The relative culture density in 96-well plates was measured at 594 nm. *Y*-axis shows the values normalized to those at 0 mM KOH. Whiskers denote s.d. * *p* < 0.05, two-tailed *t*-test, CRN/PPN2 vs. CRN. (**b**) The growth curves of CRN and CRN/PPN2 strains in the control YPD medium and the YPD medium supplemented with 20 mM KOH. The culture density was measured at 594 nm in a 0.3 cm cuvette. The arrows indicate the growth curve timepoints, at which the biomass was harvested for polyP assay and transcriptome analysis. The ranges of optical densities of the respective cell cultures are labeled directly at the plot. (**c**) Pi, acid-soluble polyP, and acid-insoluble polyP cellular content at the late logarithmic growth stage. The cells were cultivated in 200 mL of control YPD and of YPD supplemented with 20 mM KOH. In control YPD, the cells of both strains were cultivated for 17 h, in YPD supplemented with 20 mM KOH the cells of CRN strain and the cells of CRN/PPN2 strain were cultivated for 42 h and 27 h, respectively. Whiskers: s.d. * *p* < 0.05 two-tailed *t*-test. (**d**) Distribution of the absolute cell area and the relative vacuole area (normalized to the cell area) of CRN and CRN/PPN2 cells. In control YPD, the cells of both strains were cultivated for 17 h; in YPD supplemented with 20 mM KOH, the cells of CRN and CRN/PPN2 strains were cultivated for 42 h and 27 h, respectively. * *p* < 0.01, unpaired two-samples Wilcoxon test. (**e**) The phase contrast microphotographs of CRN and CRN/PPN2 cells. Red circles pinpoint the cells of CRN/PPN2 strain having a round shape and enlarged vacuoles in the control YPD medium.

**Figure 2:**
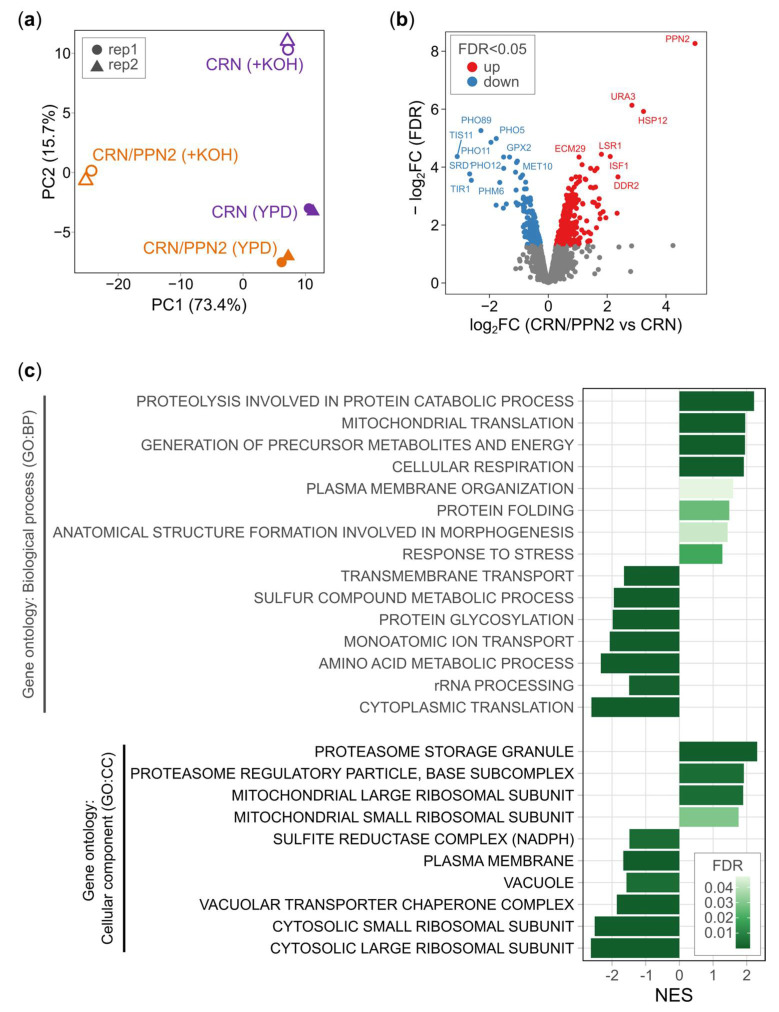
Comparative transcriptomic characterization of CRN/PPN2 strain. (**a**) Principal component analysis (PCA) of normalized and batch-corrected RNA-Seq data. The percentage of variation explained by a particular principal component (PC) is indicated in the axis label. Point shape and coloring are consistent with the strain and cultivation condition. (**b**) Volcano plot of transcriptomic changes in CRN/PPN2 versus CRN, both cultivated in normal conditions (YDP); genes with adjusted *p*-value (FDR) < 0.05 are colored, genes with FDR ≥ 0.05 are shown in grey. (**c**) Gene set enrichment analysis (GSEA) of changes in CRN/PPN2 versus CRN, cultivated in normal conditions (YDP). Genes were sorted by signed adjusted *p*-value. The selected significantly enriched gene ontology terms are shown; NES—Normalized Enrichment Score.

**Figure 3:**
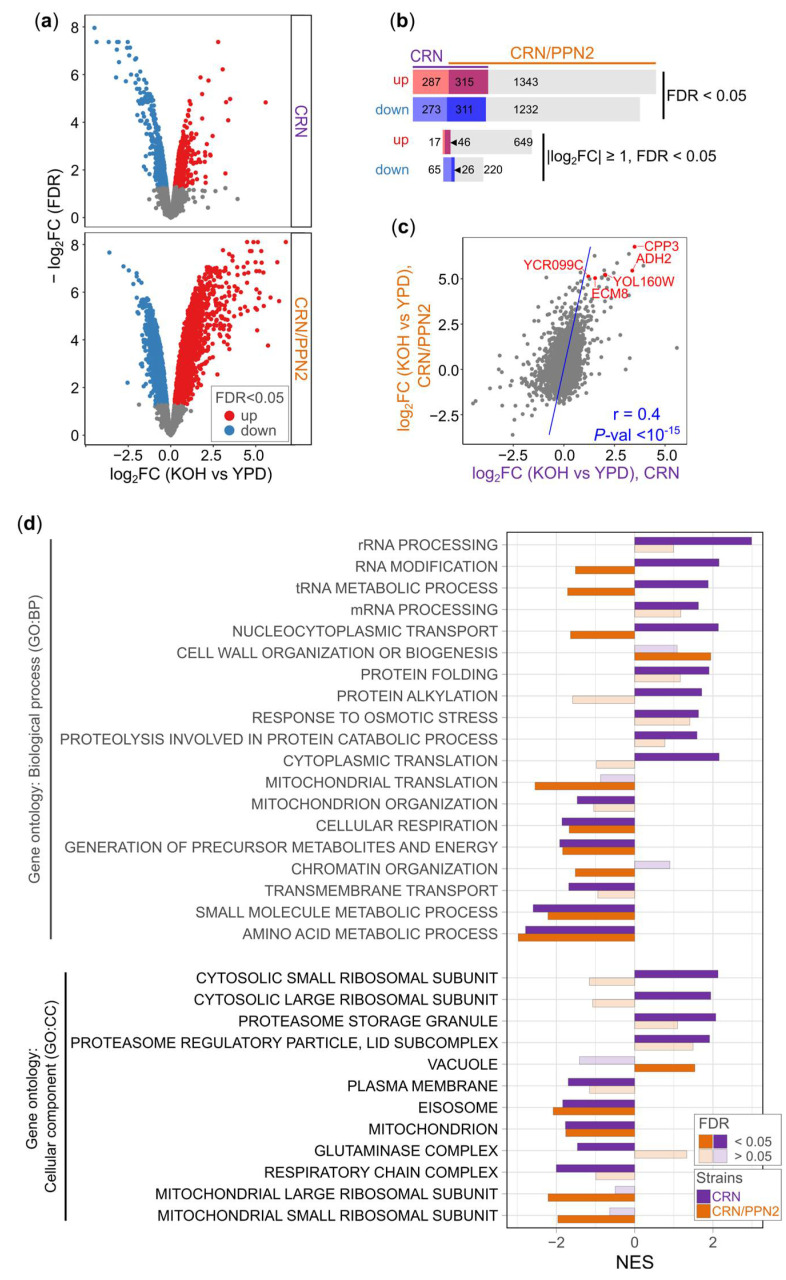
Yeast transcriptome changes in adaptation to alkaline conditions. (**a**) Volcano plots of transcriptomic differences between cultivation conditions (YPD supplemented with 20 mM KOH versus normal conditions, YPD) in CRN (upper panel) and CRN/PPN2 (the lower panel) cells. Genes with adjusted *p*-value (FDR) < 0.05 are colored, genes with FDR ≥ 0.05 are shown in grey. (**b**) Number of shared and unique significantly up- and down-regulated genes in KOH versus normal conditions in CRN (left) and CRN/PPN2 (right). The thresholds are shown. (**c**) Scatter plot shows the correlation of changes in gene expression between different cultivation conditions (YPD supplemented with 20 mM KOH versus normal conditions, YDP) in CRN (*x*-axis) and CRN/PPN2 (*y*-axis). Pearson’s CC and *p*-value are shown. The genes selected for the consequent analysis of mutant strains are labeled in red. (**d**) Gene set enrichment analysis (GSEA) of gene expression changes between cultivation conditions (YPD supplemented with 20 mM KOH versus normal conditions, YDP). Genes were sorted by signed adjusted *p*-value. The selected significantly enriched KEGG pathways are shown; NES—Normalized Enrichment Score.

**Figure 4:**
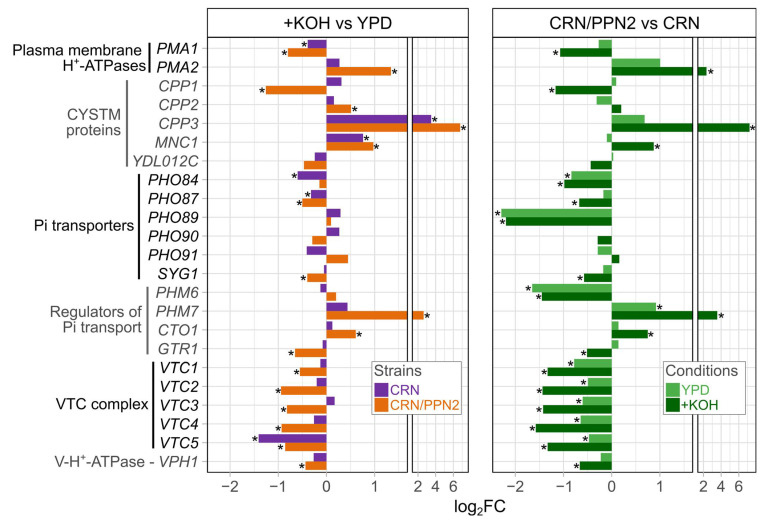
Expression changes of selected gene groups: genes directly involved in maintaining the proton gradient on the plasma membrane, phosphate ion transport (GO:0006817), polyphosphate metabolic process (GO:0006797), and encoding CYSTM proteins. (**Left panel**) changes in expression in 20 mM KOH versus YDP. (**Right panel**) changes in CRN/PPN2 versus CRN. * FDR < 0.05.

**Figure 5:**
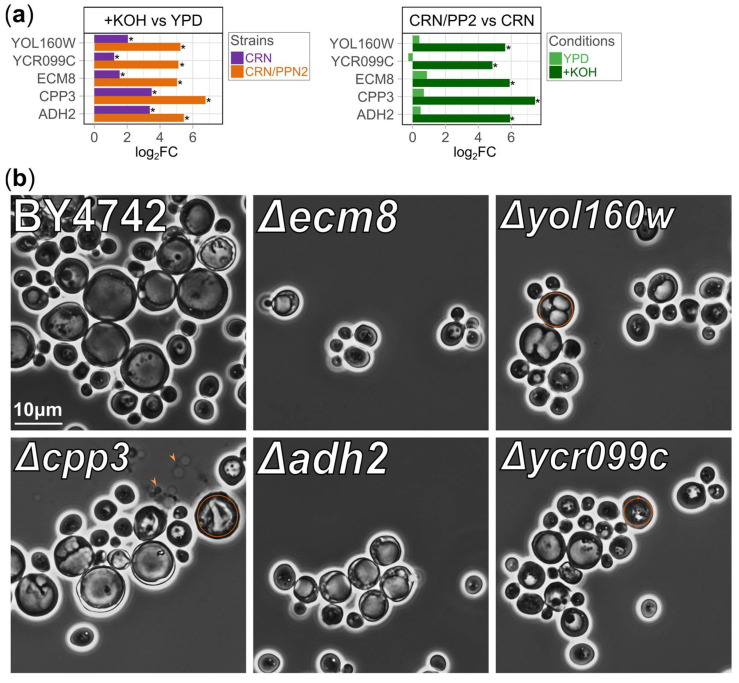
Cell morphology changes of yeast knockout strains grown in the alkaline medium. (**a**) Upregulated expression of selected poorly annotated genes in CRN and CRN/PPN2 cells grown in the alkaline medium (YPD supplemented with 20 mM KOH). * FDR < 0.05. (**b**) Phase contrast microphotographs of various strains of *S. cerevisiae* cultivated in YPD supplemented with 40 mM KOH. The orange circles pinpoint important morphological changes. The orange arrows indicate cell lysis.

**Figure 6:**
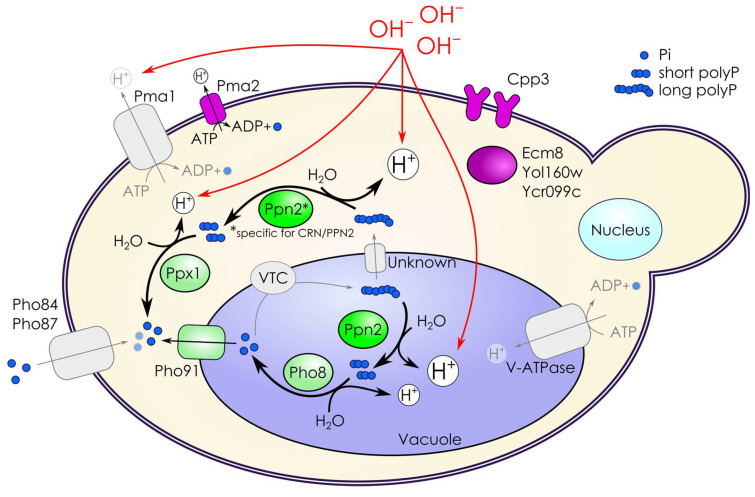
Model of Ppn2 involvement in adaptation of CRN/PPN2 cells to mild alkaline medium. Vacuole alkalinization increases Ppn2 efficacy in producing short-chain from long-chain polyPs yielding excess Pi as counter-ion for both CRN and CRN/PPN2. The same process in the cytoplasm is specific for CRN/PPN2. The details are given in the text.

## Data Availability

The RNA-Seq data are deposited in GEO under accession number GSE212193.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof10110797/s1, Figure S1: The electropherogram of polyP fractions; Figure S2: The effect of alkali concentration on yeast culture density; Figure S3: Comparison of transcriptome changes in short-term alkali stress and continuous growth in mild alkaline conditions; Figure S4: Cell counts of yeast cultivated in control YPD and in YPD supplemented with 40 mM KOH; Table S1: Library sizes, gene-level read counts, results of differential expression analysis, and gene ontology enrichment; Table S2: Raw data used to plot Figure 1a and Figure S2.

# Supplementary material for: Ppn2 Polyphosphatase Improves the Ability of S. cerevisiae to Grow in Mild Alkaline Medium
**Source:** J Fungi (Basel). 2024 Nov 16;10(11):797. doi: 10.3390/jof10110797
**Supplement:** Supplementary file 1

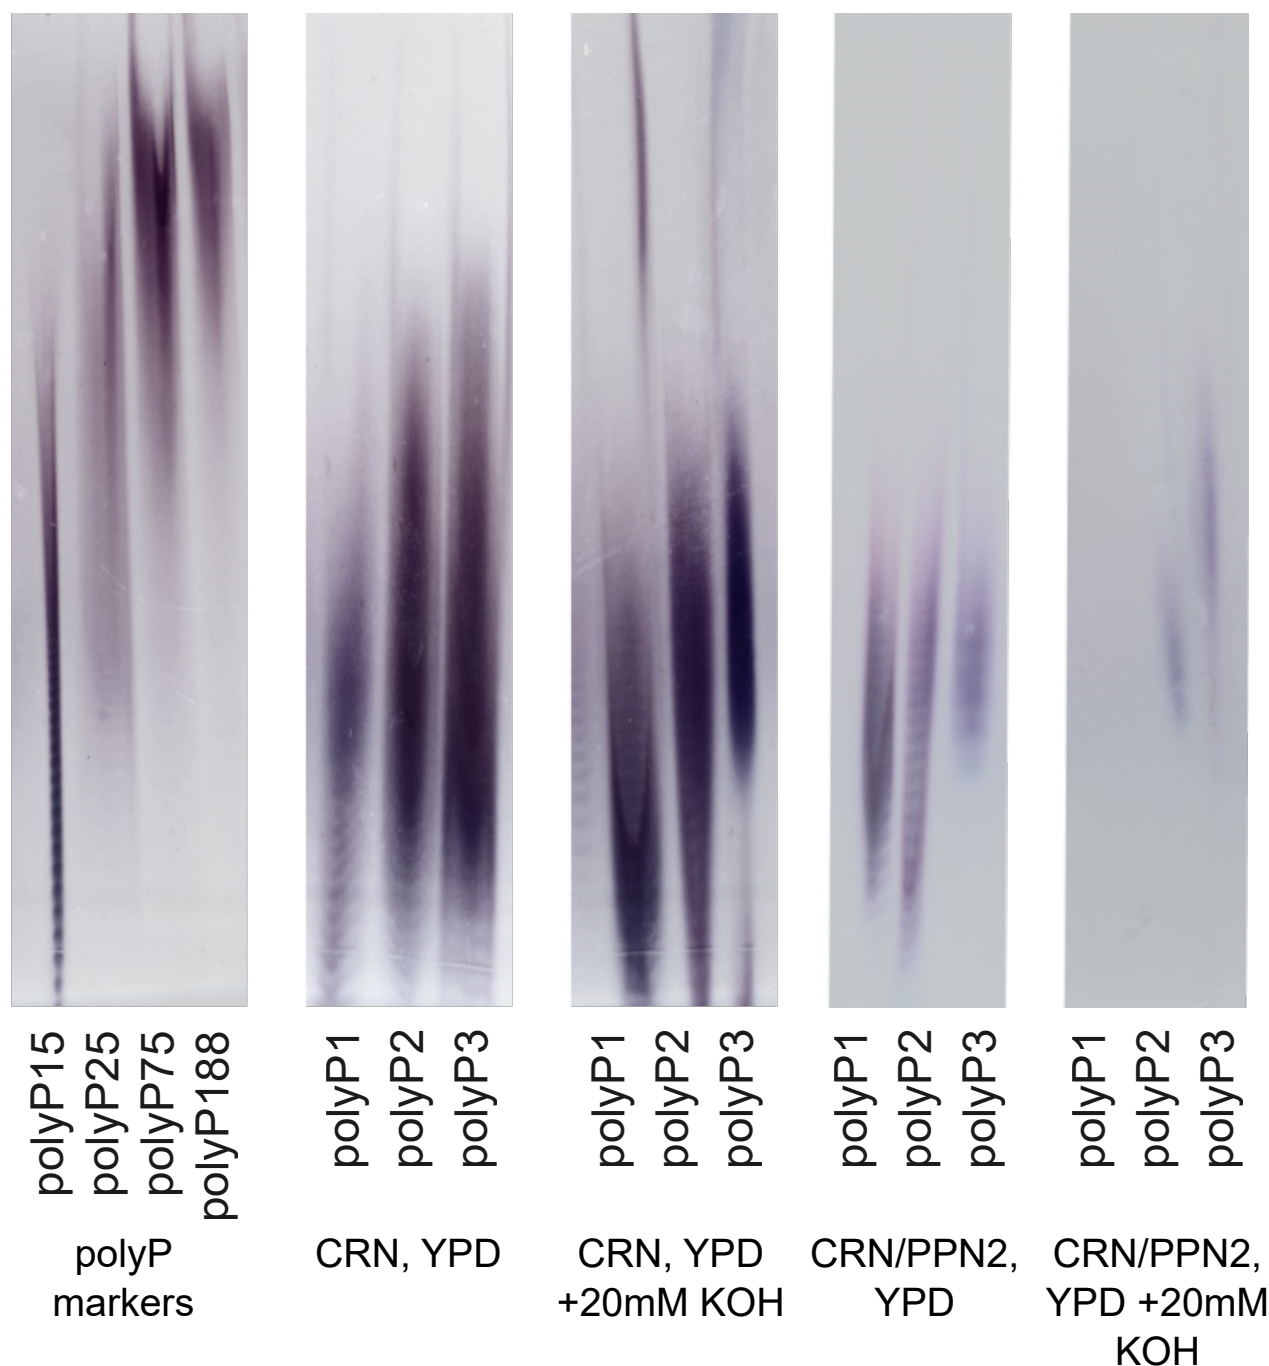

Supplementary Figure S1. The electrophoregram of polyP fractions of different chain lengths.

The polyP fractions (polyP1, polyP2, polyP3) were obtained from the cells of CRN and CRN/PPN2 strains grown in YPD for 16 h or in YPD supplemented with 20 mM KOH for 40 and 25 h, respectively. The samples with equal amounts of polyP measured by the total phosphorus content were used for electrophoresis in 24% polyacrylamide gels with 7 M urea; commercial polyP15, polyP25, and polyP75 (Sigma-Aldrich) and polyP188 (Monsanto) were used as the chain length markers (the numbers indicate the average amount of phosphate residues in the polyP chain). PolyPs were visualized by staining the gels with the toluidine blue.

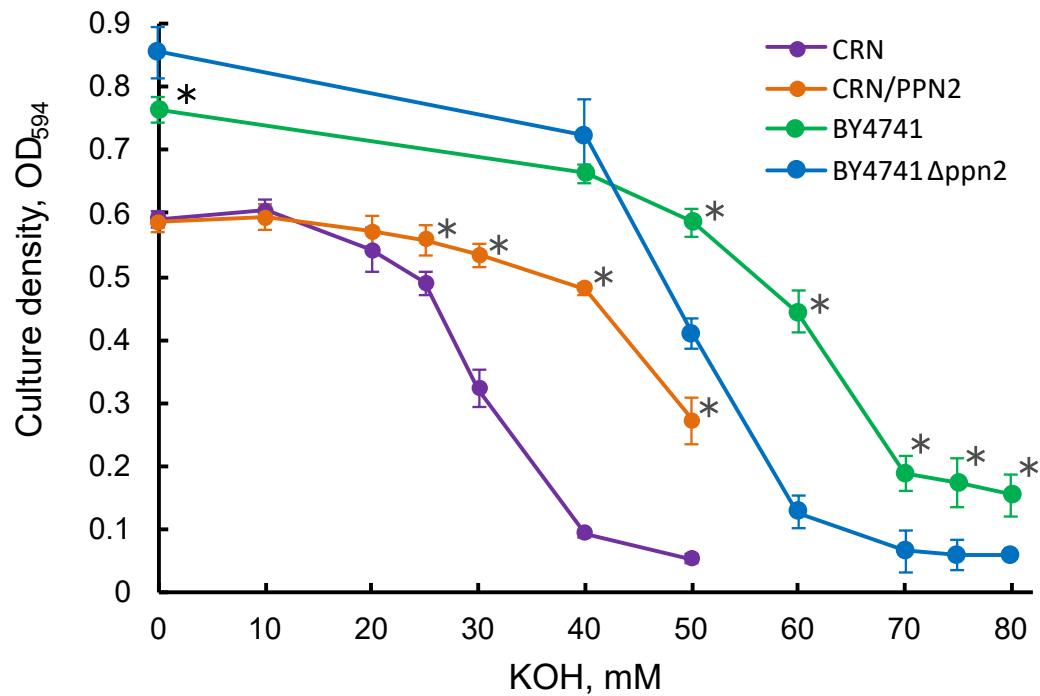

Supplementary Figure S2. The effect of alkali concentration on yeast culture density.

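Table S2 gives the culture density of each well of 96-well plates for CRN, CRN/PPN2, BY4741 and BY4741 lacking PPN2 at several KOH concentrations. Each strain's densities were divided by the mean of its wells without KOH. Strains were compared at each concentration with a 2-sided exact permutation test over wells, adjusted over the 6 concentrations of each pair of strains. Cells were grown in each well, but neither the paper nor the supplement says how many starting cultures the wells came from. The p-values therefore measure the spread between wells.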

The effect of alkali concentration on yeast culture density, cultivation for 24h in immunoplate in YPD supplemented with varying concentrations of KOH. The culture density in 96-well plates was measured at 594 nm. 

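At 40 mM KOH, CRN/PPN2 reached 82.2% ± 1.41 of its density without KOH and CRN 15.9% ± 0.875 (SD, n = 4 wells; exact permutation test, p = 0.0286, adjusted p = 0.0429). This p is the smallest that 4 wells against 4 allow, and it was also reached at 25, 30 and 50 mM. The densities there were 95.3% ± 3.81, 91.3% ± 3.24 and 46.6% ± 6.14 in CRN/PPN2 and 82.9% ± 2.87, 54.7% ± 4.99 and 9.1% ± 1.22 in CRN. At 20 mM, the concentration of the RNA sequencing, CRN/PPN2 reached 97.6% ± 3.99 and CRN 91.6% ± 5.9 (exact permutation test, p = 0.143, adjusted p = 0.171). At 10 mM the difference between the strains was -0.75 percentage points (exact permutation test, p = 0.714), and it ranged from -2.36 to 0.89 when single wells were left out. BY4741 lacking PPN2 reached 47.9% ± 2.66 at 50 mM (SD, n = 6) and BY4741 76.9% ± 2.9 (SD, n = 5; exact permutation test, p = 0.00433, adjusted p = 0.00519). This is the smallest p for 6 wells against 5, and it was also reached at 60, 70, 75 and 80 mM. At 40 mM these strains were at 84.5% ± 6.92 and 87% ± 1.88 (exact permutation test, p = 0.459). As optical density, without division by the wells without KOH, the direction turned at 40 mM, with 0.722 ± 0.0591 in BY4741 lacking PPN2 and 0.663 ± 0.0143 in BY4741 (exact permutation test, p = 0.0476, adjusted p = 0.0476).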

Whiskers denote s.d. *p < 0.05, two-tailed t-test, CRN/PPN2 vs CRN, BY4741Δppn2 vs BY4741.

CRN

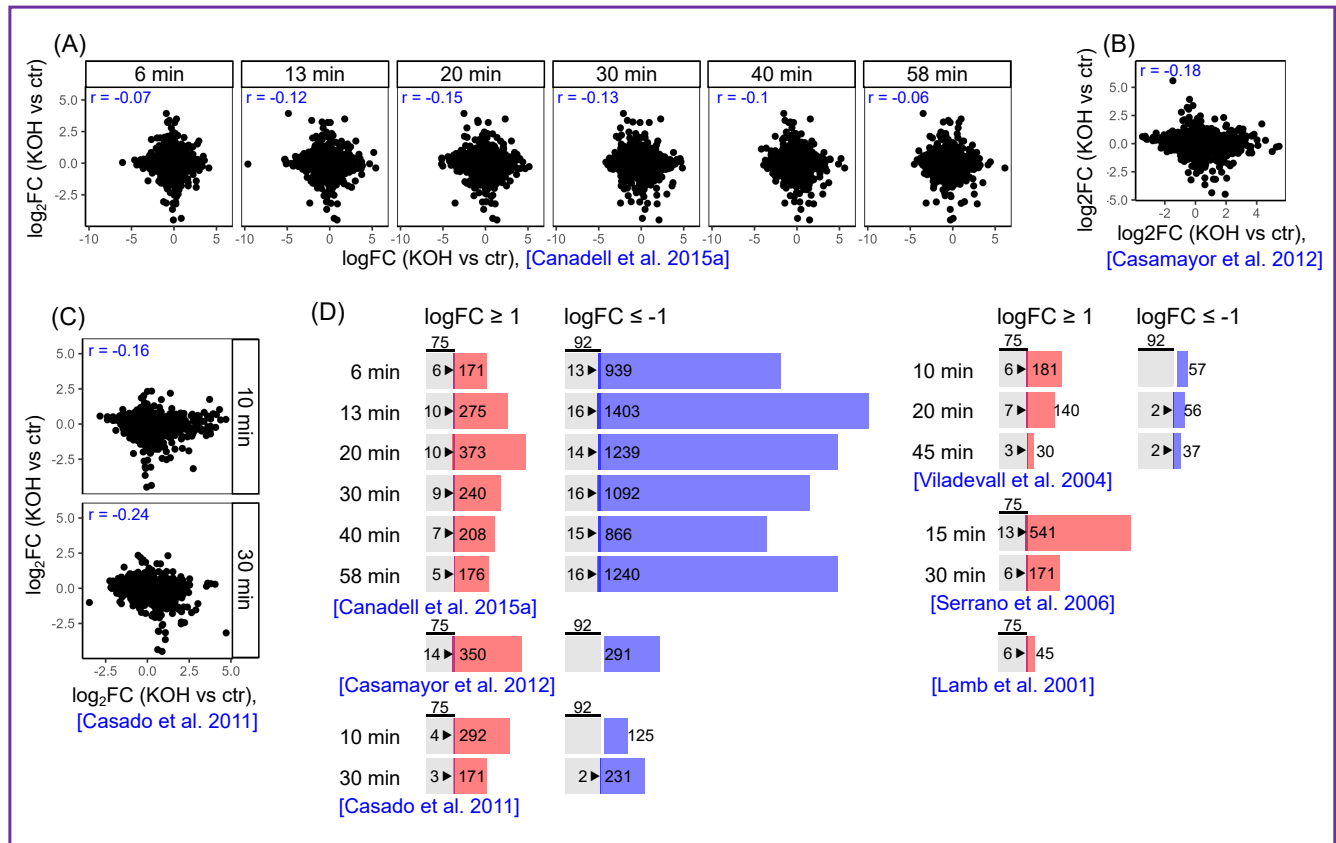

CRN/PPN2

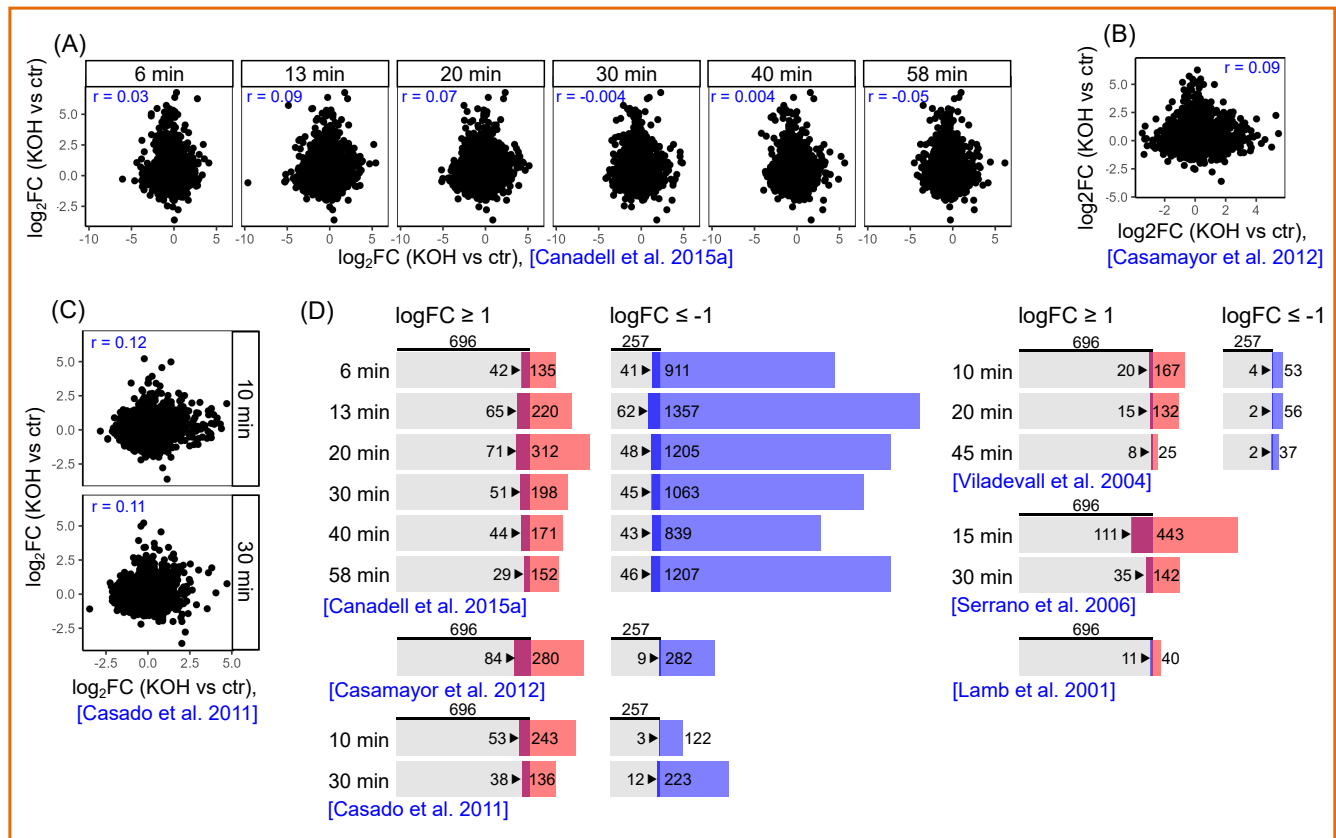

Supplementary Figure S3. Comparison of transcriptome changes in short term alkali stress and continuous growth in mild alkaline conditions.

A, B, C. Correlation between gene expression changes in alkali stress and growth in mild alkaline conditions. X-axis: published data (alkali stress); Y-axis: CRN (top panel) or CRN/PPN2 (bottom panel). Expression fold changes are estimated by comparing alkaline versus normal conditions. Pearson's correlation values are labeled on the plots.

D. The number of shared and unique significantly up- and down-regulated genes in alkaline versus normal conditions for CRN (upper panel) or CRN/PPN2 (lower panel) and published alkali stress data. Grey: this study, red/blue - up/down-regulated genes according to the published data.

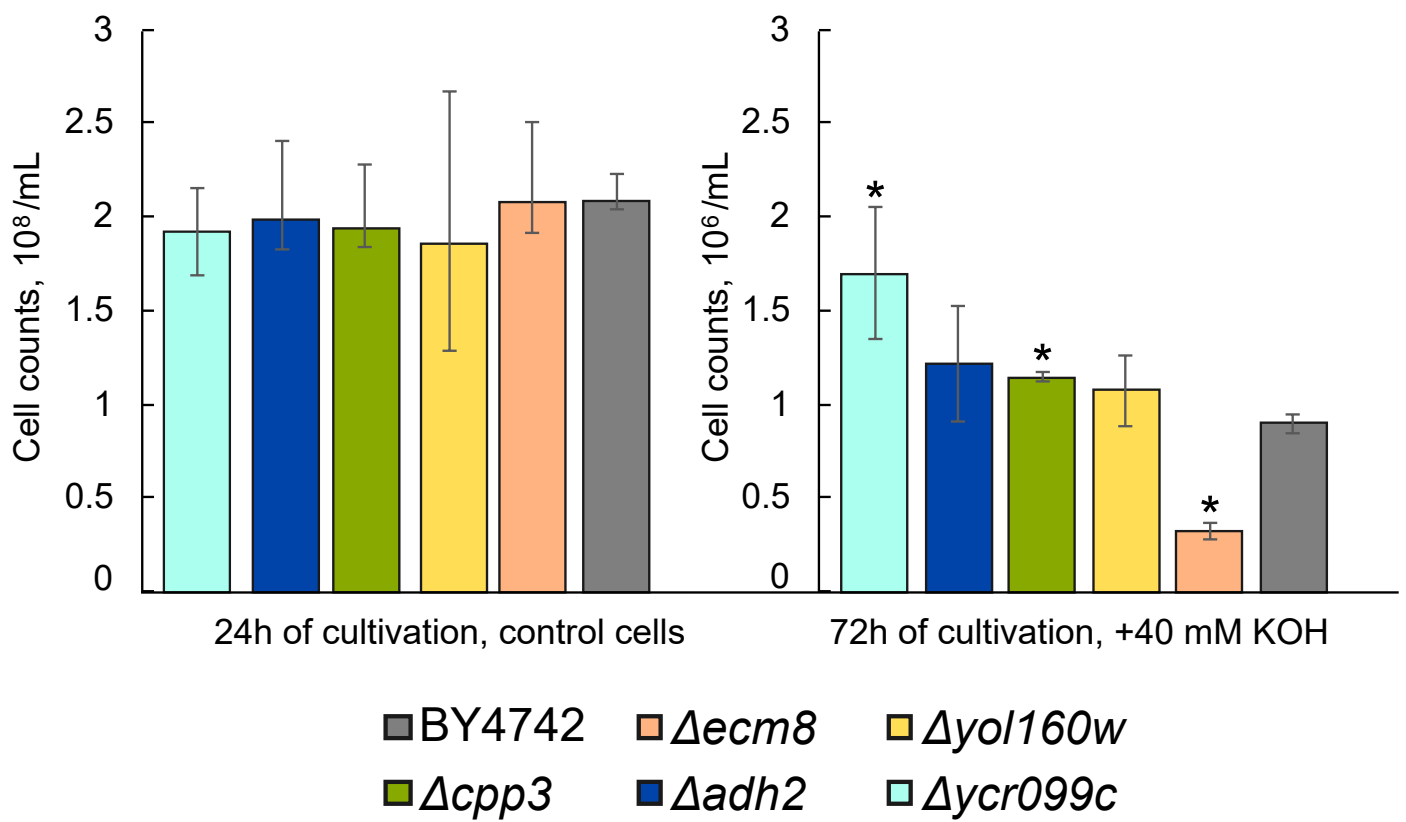

Supplementary Figure S4. Cell counts of yeast cultivated in control YPD and in YPD supplemented with 40 mM KOH, whiskers denote s.d. * $p < 0.05$, two-tailed t-test against BY4742.

How the deposited data were processed for this re-analysis (not part of the article)

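RNA was sequenced from CRN and CRN/PPN2 grown in YPD and in YPD with 20 mM KOH, with 2 libraries per group. The authors mapped reads with STAR 2.7.6a to R64-1-1 with the gene models of Ensembl release 107 and deposited the STAR reads per gene as a table in the unit count, for 7127 genes. The submitters' processing notes and the paper also name sva 3.42.0, edgeR 3.36.0, R 4.1.3 and FGSEA 1.20.0 for steps after the counts. The deposited values are whole numbers and were used as raw counts. Each of the 8 columns belongs to 1 sample. The paper's copy of the counts used here holds 1248 genes, all equal to the deposited counts, and leaves out 5879.

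Genes with at least 10 CPM in at least 2 of the 8 libraries were tested. Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). The model held the 4 groups and the replicate number as a block, since the paper states that the number marks a batch of preparation and sequencing. As a check of this pairing, the differences between replicates 2 and 1 were correlated between groups across genes, which gave r from 0.093 to 0.467. The 5 comparisons were CRN/PPN2 vs. CRN in YPD and with KOH, KOH vs. YPD in each strain, and the difference of the KOH effect between the strains. Standard errors (SE) were taken as the absolute log2 fold change divided by the square root of the F statistic. They are approximate, and can be too small for large changes of genes with few counts. Group levels are means of TMM-scaled CPM with the SD of 2 libraries.

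Before the data were examined, 46 gene lists were fixed, and 44 had enough genes to be tested with camera in limma 3.58.1 (preset correlation 0.01, and an estimated correlation as an alternative). The lists stand in for the paper's GO enrichment, which was not repeated, and hold other sets of genes than its GO terms. Lists taken from the paper, such as those of the VTC complex, CYSTM proteins and Pi transport, were chosen by the authors on these samples. Tests of those lists are therefore not independent evidence. The paper's figures had been seen when the other lists were written too. The named genes were also chosen by a rule fixed before the data were examined. It takes, per comparison, the 8 largest rises and the 8 largest falls among called genes that moved the same way in both replicates with at least 20 CPM in the higher group. It also takes every gene that the paper names in its text or labels in Figs. 2b, 3c, 4 and 5a, up to 4 members of each list named in the text with the smallest adjusted p, and the strain markers. The paper's figures and part of its table of counts had been seen when the rule was written. From the genes the rule allows, a part is printed.

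Principal components and distances were computed on log2 CPM (prior count 2) after ComBat-seq in sva 3.50.0. Alternatives were the model without the block, ComBat-seq counts with the quasi-likelihood or likelihood ratio test, DESeq2 1.42.0, RLE and upper quartile factors, no filter, filterByExpr, thinning of all libraries to the smallest, the 4 libraries of a comparison alone, and leaving out each library. The calls were tested on simulated data with 200 changed genes, and correlations between comparisons were set beside 20 simulated data sets without effects (seed 20241116). Culture densities of Table S2 were compared in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The microscopy, polyphosphate and deletion strain measurements were not analysed here.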

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

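The opposite-strand counts under a stricter definition, the TMM scaling of that sum, the rise of the 10th percentile from YPD and the 3 tests on mitochondrial genes were chosen only after the result was seen.

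The first pattern is the excess of raised genes in CRN/PPN2 with KOH, where 709 genes rose and 250 fell by a log2 fold change of 1 or more. After thinning of all libraries to the smallest, the share of raised genes was 0.714, so depth alone does not account for the excess. The share was 0.739 with TMM, and the lowest under RLE and upper quartile factors was 0.631. The excess is thus not particular to TMM. These factors also assume that most genes keep their level, so they cannot exclude a cause in the scaling. Without a filter on low counts, which admits genes high only in this group, the share was 0.693. An even background of genomic DNA, taken as the 10th percentile of CPM per kb, was 0.141 of the median rise of the raised genes, too little to explain it. The summed counts of dubious reading frames that lie over another gene rose 1.96-fold, just under the 2-fold set for reads from the opposite strand, and 2.26-fold under the stricter definition, so this explanation stays open. A biological effect of KOH on this strain stays open too, because lysis, harvest time and medium changed together.

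The second pattern is the genes of meiosis and sporulation, which haploid cells keep off, with a median log2 fold change of 2.13 in CRN/PPN2 with KOH and 29 of 31 measured genes higher. Without either CRN/PPN2 +KOH library, 14 of these genes reach the filter on low counts. The rest were tested only because they are high in that group, so the median and the 29 of 31 in part reflect the filter. The a-cell-specific genes, which a/alpha diploid cells repress, had a median of -0.73, between the -1 and -0.5 set for presence and absence of such cells. The summed CPM of 4 alpha-cell-specific genes were 68.1 and 81.5 in CRN/PPN2 with KOH and 21.5 to 29.1 elsewhere, which decides nothing about MATalpha cells. The 10th percentile of CPM per kb was 0.562 of the median rise of the raised meiosis genes, which is consistent with an even background of genomic DNA, although the rise of that percentile from YPD was 0.266 of it. The design gives no separate biological test, since KOH and lysis cannot be told apart for this group.

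The third pattern is the near absence of counts on 47 mitochondrially encoded genes, which had 0 counts in 7 libraries and 3 counts in CRN/PPN2 +KOH replicate 2. These 3 counts exclude a reference without the mitochondrial genome. The snoRNA genes, whose RNA also lacks a poly(A) tail, had at least 880 counts per library, which leaves loss in the poly(A) selection open, because classes of RNA can be lost to different degrees. The highest mitochondrial count was 3.77 CPM, and without a measure of DNA content it cannot show whether the cells held mitochondrial DNA. No other biological explanation was tested.

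A test of the difference of the KOH effect between the strains called 1203 genes higher and 953 lower in CRN/PPN2 (994 and 1240 with upper quartile factors, 1089 and 1161 without a filter), and 102 genes were called in opposite directions in the strains. By this test (edgeR), differences on the log2 scale were 4.81 for INO1, 4.57 for RNP1, 4.40 for YGL081W, 4.26 for SPR28, 4.22 for PHO92, 4.07 for LOH1, 4.04 for YNR065C and 4.02 for HED1. They were -1.96 for GPD2, -1.96 for SCS3, -1.998 for HXT2, -2.05 for snR30, -2.40 for ALD6, -2.68 for PRM7, -3.22 for FLO11 and -4.76 for BSC1, whose gene lies next to PRM7. PHO92 (adjusted p = 0.113), BSC1 (adjusted p = 0.272) and FLO11 (adjusted p = 0.078) did not pass by this test after thinning to the smallest library. Without single libraries the difference ranged from -8.35 to -3.59 for BSC1, in the 6 fits that tested it, and from -3.25 to -1.64 for snR30.

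Gene lists that the paper does not discuss also passed camera. For CRN/PPN2 vs. CRN in YPD, the medians were -0.53 for the iron regulon, -0.23 for purine biosynthesis, 0.27 for snoRNA genes, 0.52 for stationary phase and -0.0655 for subtelomeric genes. For KOH in CRN, they were -0.30 for ergosterol and -1.88 for purine biosynthesis. For KOH in CRN/PPN2, they were -0.73 for a-cell-specific genes, 0.93 for dubious reading frames, -0.35 for ergosterol biosynthesis, -0.82 for glycolysis, -0.66 for histones, 1.01 for peroxisomes, -0.64 for purine biosynthesis, 1.14 for stationary phase and 0.71 for subtelomeric genes. With an estimated correlation, camera called 2 of these again, stationary phase in YPD (adjusted p = 0.0428) and purine biosynthesis in CRN (adjusted p = 0.0179). The others were lost, in YPD iron (adjusted p = 0.0661), purine (adjusted p = 0.129), snoRNA (adjusted p = 0.545) and subtelomeric genes (adjusted p = 0.536), in CRN ergosterol (adjusted p = 0.332), and in CRN/PPN2 all 9 (adjusted p = 0.112 to 0.49 with an estimated correlation).

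Of 28 groups of wells in Table S2, 3 held a well far from the others, where chance alone gives about 1 in 20. These were 0.564 in CRN/PPN2 at 10 mM KOH (mean of the others 0.603), 0.464 in CRN at 25 mM (0.498) and 0.279 in CRN at 30 mM (0.338).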

How the results depend on the processing

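The fit without both CRN/PPN2 +KOH libraries and the comparison of CRN/PPN2 with KOH to CRN in YPD were chosen only after the result was seen. Leaving out 1 library leaves its group with a lone sample, which is assumed to vary like the other groups. A call lost in such a fit can reflect the smaller group, so it does not show that the effect depended on that library. Counts on the other strand were not run as alternatives, because the table holds a single strand. Unless stated, the cause of a shift was not tested.

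Genes higher and lower in CRN/PPN2 than in CRN in YPD (224 and 129) numbered 88 and 44 without the replicate block, 463 and 401 with ComBat-seq and the likelihood ratio test, 79 and 53 after thinning, 364 and 372 with the 4 libraries alone, and 397 and 415 without both CRN/PPN2 +KOH libraries. DESeq2 gave 140 higher, and ComBat-seq with the quasi-likelihood test 238 lower. Without single libraries they ranged from 64 to 386 and from 34 to 418. For KOH in CRN (409 and 413), the numbers were 148 and 214 without the block, 785 and 736 with the likelihood ratio test, 263 and 267 with DESeq2, 147 and 201 after thinning, 874 and 848 with the 4 libraries alone, 691 and 725 without both CRN/PPN2 +KOH libraries, and 67 to 761 and 135 to 714 without single libraries. Of genes at a log2 fold change of 1 or more, thinning left 24 higher in YPD and 34 higher in CRN with KOH (60, and 35 to 60 without single libraries). For the difference between the strains (1203 and 953), thinning gave 700 and 583, no block 614 lower, and single libraries 611 to 977 lower. Thinning lowers depth by construction. Genes called in both strains with KOH (541) numbered 235 without the block, 812 and 1030 with ComBat-seq and the quasi-likelihood and likelihood ratio tests, 359 with DESeq2, 222 after thinning, 926 with the 4 libraries alone, and 152 to 843 without single libraries. The counts for KOH in CRN/PPN2 stayed within 1.5 times under these alternatives, although the larger direction turned with upper quartile factors and without a filter. Between the strains with KOH (1672 and 1405) it turned with upper quartile factors (1461 and 1715).

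Upper quartile factors shifted the median of all genes by -0.1 for KOH in CRN/PPN2, -0.112 between the strains with KOH and -0.106 for the difference, for which 347 genes in place of 217 were lower at a log2 fold change of 1 or more and 44.5% of calls in place of 55.8% were higher.

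The correlation of KOH effects between the strains (0.4) was 0.201 without a filter, 0.283 after thinning, 0.328 and 0.348 from disjoint batches, and 0.302 to 0.402 without single libraries. That of the strain effect in YPD with KOH in CRN (0.262, and 0.5 in simulations without effects; covariance 0.0397 and 0.0122) was 0.441 without a filter, 0.32 with filterByExpr, 0.31 after thinning, 0.136 and 0.117 from disjoint batches, and 0.175 to 0.387 without single libraries. With KOH in CRN/PPN2 (0.185, and -0.382 in simulations; covariance 0.057 and -0.0117), it was -0.088 without a filter, 0.105 with filterByExpr, 0.028 after thinning, 0.149 from disjoint batches and 0.081 to 0.202 without single libraries. Principal component 1 (74.2%) held 70.7% without batch correction, 55.2% at unit variance, 81% over the 500 most variable genes and 66.2% to 79.1% without single libraries. Of 44 lists, camera called 20 in YPD, 16 for KOH in CRN, 21 for KOH in CRN/PPN2, 22 between the strains with KOH and 17 for the difference. With an estimated correlation these were 6, 2, 0, 0 and 0, and fry called 35 for KOH in CRN/PPN2 and 34 between the strains with KOH. The density difference between CRN/PPN2 and CRN at 10 mM (-0.7475 percentage points) ranged from -2.359 to 0.89 without single wells. That of BY4741 lacking PPN2 and BY4741 at 40 mM (-2.438 percentage points, p = 0.459) was 0.0592 units of optical density without division (exact permutation test, adjusted p = 0.0476).

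The 163 log2 fold changes printed for 89 genes were computed under each alternative that gives a value, 2960 times in all. A gene stayed called, or stayed not called, in 2768 of these. The call was lost in 144 and gained in 33, and the sign changed in 15. Of the 2960 values, 22 belong to the comparison of CRN/PPN2 with KOH to CRN in YPD, which is another comparison and not another processing. Signs changed for PHM6 for KOH in CRN (-0.3194 to 0.0343 without single libraries, 0.0049 after thinning), PHM7 for KOH in CRN (-0.2475 after thinning), RIM21 for KOH in CRN (-0.2185 to 0.0859 without single libraries), PHM6 for KOH in CRN/PPN2 (-0.3899 to 0.52 without single libraries), PHO84 for KOH in CRN/PPN2 (-0.2737 to 0.009 without single libraries), PHO89 for KOH in CRN/PPN2 (-0.1044 to 0.2938 without single libraries, -0.0021 with upper quartile factors), VTC5 between the strains with KOH (-0.0132 to 0.2232 without single libraries, -0.0217 with upper quartile factors), YDL012C between the strains with KOH (-0.6235 to 0.0938 without single libraries) and MNC1 between the strains with KOH (-0.2086 to 0.4554 without single libraries). With CRN in YPD as the reference, chosen after seeing the data, VTC5 had -1.316 for CRN/PPN2 with KOH.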

Differences from the paper's values

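The comparison of CRN/PPN2 with KOH to CRN in YPD and the fit without both CRN/PPN2 +KOH libraries were chosen only after the result was seen.

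The paper puts near 10% of genes as changed between CRN/PPN2 and CRN in YPD, and 6.5% were found here. The paper describes ComBat-seq followed by edgeR, without naming the edgeR test. ComBat-seq counts with the quasi-likelihood test gave 10.2% there, 21.8% for KOH in CRN and 59% for KOH in CRN/PPN2. These lie close to the shares that the paper prints. The likelihood ratio test on these counts gave 15.9%, 28% and 61.3%. Percentages count as different where the larger is more than 1.5 times the smaller, with 10% taken as the paper's value. Among the alternatives set before the data were examined, ComBat-seq counts with the quasi-likelihood test (10.2%) and the 4 libraries of the comparison alone (13.6%) lie within the limit. The others do not: no block (2.43%), ComBat-seq with the likelihood ratio test (15.9%), DESeq2 (4.36%), RLE (6.54%) and upper quartile factors (6.52%), no filter (6.13%), filterByExpr (6.01%), thinning (2.41%) and the fits without a single library (1.81% to 15.2%), of which the fit without CRN/PPN2 +KOH replicate 2 lies just outside (790 of 5263 genes). The fit without both CRN/PPN2 +KOH libraries, chosen after seeing the values, lies just within (812 of 5430 genes).

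Bars read by eye in the paper were compared with the log2 fold changes of CRN/PPN2 vs. CRN with KOH, and a bar counts as different where the gap exceeds the standard error of the log2 fold change found here or the signs differ. This standard error was derived from the F statistic, so the limit is approximate. By this limit none of the 27 bars differs from the comparison of CRN/PPN2 with KOH to CRN in YPD, as given below. From the comparison of the strains with KOH, 20 of 27 differ, and for 11 of them no alternative set before the data were examined lies within the limit. These bars, read by eye, show about -1 in Fig. 4 for PMA1 (-0.67 here), about 0.85 in Fig. 4 for MNC1 (0.14 here), about -0.96 in Fig. 4 for PHO84 (-0.37 here), about -0.65 in Fig. 4 for PHO87 (-0.35 here), about -1.6 in Fig. 4 for VTC4 (-1.3049 here) and about -1.3 in Fig. 4 for VTC5 (0.0909 here). In the same way they show about 5.6 in Fig. 5a for YOL160W (3.65 here), about 4.9 in Fig. 5a for YCR099C (3.67 here), about 5.9 in Fig. 5a for ECM8 (4.39 here), about 7.5 in Fig. 5a for CPP3 (3.98 here) and about 5.9 in Fig. 5a for ADH2 (2.56 here).

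For the other 9, read by eye in the same figures, some of these alternatives lie within the limit and the rest do not. With a bar of about -1.2 in Fig. 4 for CPP1 (-1.49 here), the values within are those with thinning (-1.33) and without CRN/PPN2 +KOH replicate 2 (-1.27). The bars show about -0.42 in Fig. 4 for YDL012C (-0.19 here), read by eye, and the gap of 0.233 is just above the standard error of 0.228. Every alternative lies within except thinning and the fits without CRN +KOH replicate 2, CRN/PPN2 YPD replicate 1 or CRN/PPN2 +KOH replicate 2. Where the bar shows about -2.2 in Fig. 4 for PHO89 (-2.48 here), the values within are those without CRN +KOH replicate 1 (-2.31). With a bar of about -0.27 in Fig. 4 for PHO90 (-0.56 here), the values within are those without CRN/PPN2 +KOH replicate 2 (-0.39). For the bar of about 0.15 in Fig. 4 for PHO91 (0.55 here), the values within are those without CRN/PPN2 +KOH replicate 1 (0.06). Where the bar shows about 3.5 in Fig. 4 for PHM7 (3.13 here), the values within are those with thinning (3.64). With a bar of about -1.4 in Fig. 4 for VTC2 (-1.22 here), the values within are those with upper quartile factors (-1.33), with no filter (-1.29), with thinning (-1.28), without CRN +KOH replicate 2 (-1.29) and with the 4 libraries alone (-1.28). For the bar of about -1.4 in Fig. 4 for VTC3 (-1.58 here), the values within are those without CRN +KOH replicate 1 (-1.52) and without CRN/PPN2 +KOH replicate 1 (-1.52). Where the bar shows about -0.65 in Fig. 4 for VPH1 (-0.38 here), the values within are those without CRN +KOH replicate 2 (-0.56).

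All these values, and the 7 other bars read, lie nearer to the comparison of CRN/PPN2 with KOH to CRN in YPD, where none of the 27 differs. That comparison was chosen after seeing the values, and the median gap to the bars was 0.02 there and 0.292 for the strains with KOH.

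The paper states the lower sequencing depth for CRN/PPN2, while here only its libraries with KOH were small, with 1559324 and 796548 counts, and those in YPD held 4756671 and 5004823. The paper states, citing Fig. 5a, that the 5 selected genes were upregulated in CRN/PPN2 in YPD as well. Between the strains in YPD none of the 5 passed (edgeR or DESeq2), and YCR099C had a log2 fold change of -0.27. For CRN/PPN2 with KOH against CRN in YPD, which the bars read in Fig. 5a lie nearer to, all 5 were higher. The log2 fold changes were 4.88 to 7.54 (adjusted p of 2.39e-09 or lower, edgeR). The paper reports that PHO84 fell under KOH, which held here in CRN (-0.60) and not in CRN/PPN2 (-0.13, adjusted p = 0.473, edgeR).

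RIM101 is described as stable, and its log2 fold change in CRN/PPN2 was -0.52 (adjusted p = 0.0163, edgeR). Figure 4 of the paper marks falls of PMA1 and PHO87 in CRN with KOH, where PMA1 had -0.39 (adjusted p = 0.0638, edgeR) and PHO87 -0.32 (adjusted p = 0.0766, edgeR). PMA1 and PHO87 passed with ComBat-seq and either edgeR test, without CRN/PPN2 +KOH replicate 1 or 2 and with the 4 libraries alone, and PMA1 also with DESeq2. Figure 4 also marks PHM7 as higher in CRN/PPN2 in YPD, where it had 0.95 (adjusted p = 0.0747, edgeR). It passed with ComBat-seq and either edgeR test and with the 4 libraries alone. Leaving out both CRN/PPN2 +KOH libraries, chosen after seeing the data, also gave calls for PMA1, PHO87 and PHM7.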

Other observations

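No test in this part was chosen after its result was seen, but the paper's figures had been seen when the lists were written. The paper names or labels TIS11 of the iron list and MET10 of the methionine and sulfur list. Tests of these 2 lists are thus not fully independent evidence. The iron regulon, which takes up iron when it is scarce, had 10 lower genes and 1 higher gene of 24 in CRN/PPN2 compared with CRN in YPD (17 and 1 when adjusted over the list alone; camera, adjusted p = 2.67e-12, and adjusted p = 0.0661 with an estimated correlation). The siderophore transporter gene SIT1 fell with a log2 fold change of -1.12 (adjusted p = 4.18e-05 from edgeR's quasi-likelihood test) and the multicopper oxidase gene FET3 with -0.84 (adjusted p = 0.000318 from the same test). Of 22 genes for methionine and sulfur metabolism, 16 were lower and none was higher (20 when adjusted over the list alone; camera, adjusted p = 1.94e-26, and adjusted p = 0.0335 with an estimated correlation). The sulfate assimilation genes MET14 and MET10 fell with -1.09 (adjusted p = 1.12e-05) and -1.06 (adjusted p = 1.37e-05) by the same test. Without CRN YPD replicate 1, CRN YPD replicate 2, CRN/PPN2 YPD replicate 1 and CRN/PPN2 YPD replicate 2, the iron list had 8, 6, 6 and 4 lower genes and the sulfur list 8, 9, 8 and 9. SIT1 did not pass at the depth of the smallest library (adjusted p = 0.207).

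In CRN/PPN2 with KOH, 12 of 15 genes of stationary phase and quiescence were higher and none was lower (12 when adjusted over the list alone; camera, adjusted p = 7.4e-09, and adjusted p = 0.112 with an estimated correlation; 7 of 11 tested without either CRN/PPN2 +KOH library). The chaperone gene BTN2 rose with KOH in CRN (log2 fold change 1.51, adjusted p = 6.06e-06 from edgeR's quasi-likelihood test), as 14 of 24 protein folding genes were higher and 2 lower there (16 and 3 when adjusted over the list alone; camera, adjusted p = 3.38e-07, and adjusted p = 0.246 with an estimated correlation). Without CRN YPD replicate 1, CRN YPD replicate 2 and CRN +KOH replicate 2, 9, 8 and 7 folding genes were higher and none was lower.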
